# Emergence of metabolic coupling to the heterotroph *Alteromonas* promotes dark survival in *Prochlorococcus*

**DOI:** 10.1093/ismeco/ycae131

**Published:** 2024-10-29

**Authors:** Allison Coe, Rogier Braakman, Steven J Biller, Aldo Arellano, Christina Bliem, Nhi N Vo, Konnor von Emster, Elaina Thomas, Michelle DeMers, Claudia Steglich, Jef Huisman, Sallie W Chisholm

**Keywords:** *Prochlorococcus*, *Alteromonas macleodii*, microbial interactions, metabolic coupling, extended darkness, cross-feeding

## Abstract

*Prochlorococcus* is found throughout the euphotic zone in the oligotrophic open ocean. Deep mixing and sinking while attached to particles can, however, transport *Prochlorococcus* cells below this sunlit zone, depriving them of light for extended periods of time. Previous work has shown that *Prochlorococcus* by itself cannot survive extended periods of darkness. However, when co-cultured with a heterotrophic microbe and subjected to repeated periods of extended darkness, *Prochlorococcus* cells develop an epigenetically inherited dark-tolerant phenotype that can survive longer periods of darkness. Here we examine the metabolic and physiological changes underlying this adaptation using co-cultures of dark-tolerant and parental strains of *Prochlorococcus*, each grown with the heterotroph *Alteromonas* under diel light:dark conditions. The relative abundance of *Alteromonas* was higher in dark-tolerant than parental co-cultures, while dark-tolerant *Prochlorococcus* cells were larger, contained less chlorophyll, and were less synchronized to the light:dark cycle. Meta-transcriptome analysis revealed that dark-tolerant co-cultures undergo a joint change, in which *Prochlorococcus* undergoes a relative shift from photosynthesis to respiration, while *Alteromonas* shifts toward using more organic acids instead of sugars. Furthermore, the transcriptome data suggested enhanced biosynthesis of amino acids and purines in dark-tolerant *Prochlorococcus* and enhanced degradation of these compounds in *Alteromonas*. Collectively, our results demonstrate that dark adaptation involves a strengthening of the metabolic coupling between *Prochlorococcus* and *Alteromonas*, presumably mediated by an enhanced, and compositionally modified, carbon exchange between the two species.

## Introduction

*Prochlorococcus* is the most abundant photoautotrophic organism of the tropical and subtropical ocean, with an estimated global population of *~*3 × 10^27^cells [1]. These small non-motile cells are found throughout the euphotic zone (~0–200 m), reaching densities of ~10^5^ cells ml^−1^ in surface waters and up to 10^4^ cells ml^−1^ at the base of the euphotic zone [2]. *Prochlorococcus* also occurs below the euphotic zone—presumably due to deep vertical mixing or aggregation with sinking particles—and the cells have been detected in metagenomes as deep as the bathypelagic zone (~1000–4000 m) [3–5] and have also been found at densities as high as 10^2^–10^4^ cells ml^−1^ in the mesopelagic zone (~200–1000 m) [6, 7]. However, it is unclear whether *Prochlorococcus* cells in the aphotic zone are alive or dead. If viable, they would represent a sizable unaccounted fraction of the global *Prochlorococcus* population that could not only affect global biogeochemical processes, but also represent a large genetic reservoir shaping *Prochlorococcus* ecology and evolution.

We have been studying whether and how *Prochlorococcus* survives extended periods of darkness to better understand this phenomenon. We previously found that axenic cultures cannot survive more than a day in the dark, but when co-cultured with heterotrophic bacteria of the *Alteromonas* genus, *Prochlorococcus* cells can survive up to 11 days of darkness [7]. Moreover, axenic cells can survive 3 days of darkness when the media is amended with both a reactive oxygen species scavenger (pyruvate) and an organic carbon substrate (glucose) [7], suggesting that heterotrophic metabolism of organic carbon obtained from its co-culture partner could be important for dark survival of *Prochlorococcus*. Indeed, *Prochlorococcus* is capable of assimilating diverse organic compounds [8–12], and it has been estimated that cells at the bottom of the euphotic zone obtain >80% of carbon from organic compounds [13], supporting the potential importance of heterotrophic metabolism in *Prochlorococcus*. We have shown further that when *Prochlorococcus* cells are subjected to repeated episodes of extended darkness, only co-cultures with heterotrophic bacteria exhibit significantly faster growth recovery relative to parental cells, producing a non-genetic, heritable dark-tolerant phenotype [14]. The emergence of dark tolerance in *Prochlorococcus* is a facilitated adaptation as it depends on the presence of the heterotroph and does not occur in axenic cultures [14].

Here, we investigate the metabolic basis of dark tolerance in *Prochlorococcus* and begin to unpack the nature of its metabolic interactions with *Alteromonas*. For this purpose, we compare the population dynamics and cell cycle in co-cultures of dark-tolerant *Prochlorococcus* and *Alteromonas* with those in parental co-cultures that have not been adapted to extended darkness. Furthermore, we analyze the meta-transcriptome of *Prochlorococcus* and *Alteromonas* in dark-tolerant and parental co-cultures to assess changes in important metabolic processes such as the electron transport chain, Calvin Cycle, EMP glycolysis, and the TCA cycle. The results suggest that *Prochlorococcus’* adaptation to survive periods of extended darkness is due to a decreased use of photosynthesis and an increased use of exogenous organic carbon, mediated by cross-feeding with the heterotroph *Alteromonas*.

## Materials and methods

### Cultures

Co-cultures of *Prochlorococcus* NATL2A and *A. macleodii* MIT1002 were prepared as previously reported [14] and were grown in a 13:11 light dark cycle with simulated dawn and dusk [15] at 37 μmol photons m^−2^ s^−1^ in 24°C. Exponentially growing cultures were placed into a 24°C dark incubator at “sunset” for a total of 83 h (~3.46 d) of darkness (referred to as 3 days of darkness hereafter). As described in Coe *et al.* [14], after 3 days of dark, cultures were shifted back into the 13:11 light dark incubator at “sunrise” and recovery was monitored via bulk chlorophyll fluorescence (10 AU model, Turner Designs, Sunnyvale, California) and flow cytometry (see below). Once recovered cells reached late-exponential growth, they were transferred into fresh media and the process was repeated six more times. After the seventh transfer, cells were moved to continuous light at equivalent integrated photons day^−1^ for seven additional transfers (no extended darkness) to determine if the phenotype remained stable and heritable. On the 15th transfer, cells were returned to the 13:1 l light:dark incubator and subjected to 3 days of extended darkness as described above. Measurements and sampling during dark periods were performed under green light [7, 16].

### Flow cytometry and cell cycle analysis

Using sample preparation methods previously described [14], *Prochlorococcus* cell abundance samples were processed on a Guava 12HT flow cytometer (Luminex Corp., Austin, TX, USA) by exciting cells with a blue 488 nm laser and analyzing for chlorophyll fluorescence (692/40 nm), 1× SYBR Green I (Invitrogen, Grand Island, New York, USA) stained DNA fluorescence content (530/40 nm), and cell size (forward scatter). Calculations for relative cell size and chlorophyll per cell were performed by normalizing to 2 μm diameter beads (catalog no. 4500-0025, Guava easyCheck kit, Luminex Corp.) as previously described [7]. Flow cytometry was analyzed using FlowJo version 10.7.1 (FlowJo LLC, BD Life Sciences, Ashland, OR, USA) and cell cycle analyses were performed using ModFit LT version 5.0 (Verity Software House, Topsham, ME USA).

### Transcriptomic sampling

Samples were taken from exponentially growing cells in standard 13:11 light:dark conditions, 2 days prior to placement into extended darkness on the seventh transfer. The cultures were sampled across one complete diel cycle at 0, 4, 8, 16, 20, and 24 h by removing 8 ml of culture and placing it immediately into 24 ml of 4°C RNALater. Samples were incubated at 4°C for up to 5 days, filtered onto 25 mm 0.2 μm Supor filters (Pall, Port Washington, NY), and stored at −80°C until RNA extraction as previously described [17].

### RNA extraction and RNA-Seq library construction

As described in Biller *et al.* [34], cell biomass filters were incubated in 10 mM Tris (pH 8), 20,000 U of Ready-Lyse lysozyme (Epicentre, Madison, WI, USA), and 40 U of SUPERase-In RNase inhibitor for 5 min at room temperature to extract total RNA. Following the manufacturer’s instructions for the mirVana microRNA (miRNA) extraction kit (Ambion, Carlsbad, CA, USA), RNA was extracted.

Ribosomal RNA was depleted using the RiboZero kit (Illumina, San Diego, CA, USA) and strand-specific transcriptome sequencing (RNA-Seq) libraries were constructed using the KAPA RNA HyperPrep kit (Illumina, San Diego, CA, USA). Sequencing was carried out on an Illumina NextSeq 500 instrument at the BPF Next-Gen Sequencing Core Facility at Harvard Medical School, with a High-Output 75-cycle kit to obtain Single-Read 75 bp reads. Libraries yielded ~1.3 to 5 million reads (average, 2.3 million) per library (Table S1).

### RNA-seq statistical analysis

Adapters and low-quality sequence regions were removed with BBDuk (V38.16) [18], with the settings ktrim = r, *k* = 23, mink = 11, hdist = 1, qtrim = rl, trimq = 6. Trimmed reads were aligned to the *Prochlorococcus* NATL2A (accession # NC_007335.2) and *A. macleodii* MIT1002 (accession # NZ_JXRW01000001.1) genomes as in Biller *et al.* [34] (Table S1). The number of reads that aligned to each annotated ORF in the “sense” orientation was determined using HTSeq (V0.11.2) [19], with default parameters and the “nonunique all” option (Table S1).

Genes that displayed differential expression were identified using the DESeq2 R package (V1.24.0) [20]. Reads that mapped to the *Prochlorococcus* and *A. macleodii* MIT1002 genomes were analyzed separately (Table S1). Tests for differential expression were then performed on each pairwise comparison of interest for *Prochlorococcus* and *A. macleodii* MIT1002 with the Wald test, using a negative binomial generalized linear model. *P*-values were adjusted for multiple testing with the Benjamini–Hochberg procedure, and genes with an adjusted *P*-value of <.01 were considered to be significantly differentially abundant [20]. Results were visualized using ggplot2 [21].

### Cell cycle periodicity

Genes that showed periodic expression over the diel cycle in *Prochlorococcus* (Table S3) were detected with the R package RAIN [22], using the default workflow and a corrected *P*-value of <.1.

## Results and discussion

### Obtaining the dark-tolerant phenotype

To study the metabolic basis of dark tolerance, we first generated the dark-tolerant phenotype as described previously [14] by subjecting exponentially-growing cultures of *Prochlorococcus* NATL2A co-cultured with *Alteromonas* to 3 days of darkness, and then returned them to a 13:11 h light:dark cycle. Once cultures resumed growth and reached the late-exponential growth phase, they were transferred into fresh media and the process was repeated until dark tolerance—defined here by the ability to resume growth within 1–2 days after dark exposure—was achieved. Dark tolerance was reproducibly achieved after three consecutive transfers and remained stable over many generations (at least 15 transfers). The dark-tolerant cells grew more slowly than the parental cells under light:dark conditions (0.31 day^−1^ vs 0.50 day^−1^), but they had the same growth rate in constant light (0.61–0.63 day^−1^; Fig. 1A and B), suggesting that changes in the entrainment of *Prochlorococcus* to the light:dark cycle may play a role in dark tolerance.

**Figure 1:**
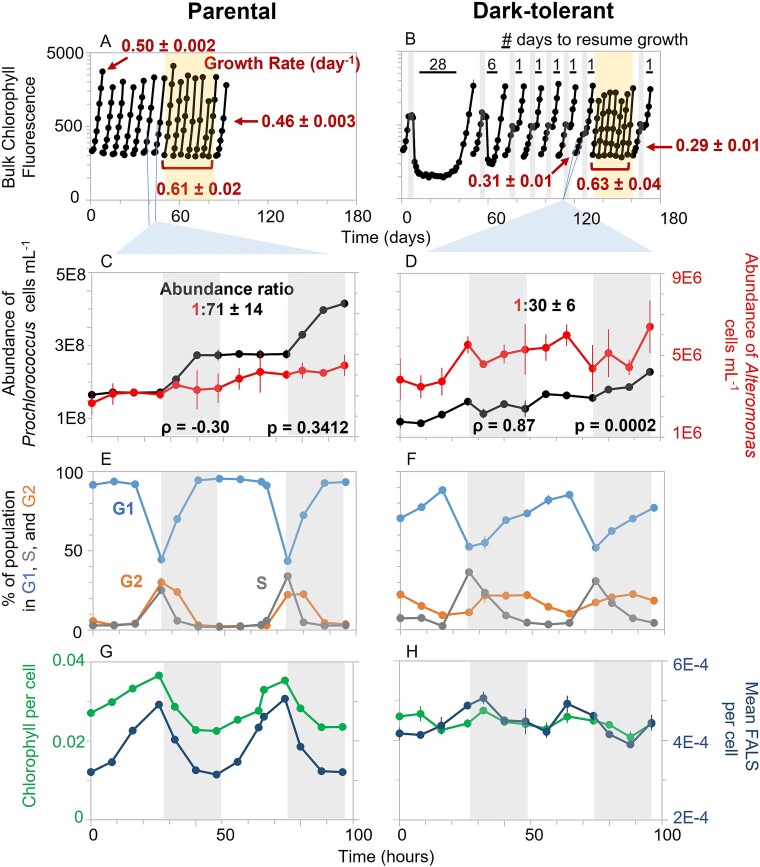
Population dynamics and cell cycle progression of parental and dark-tolerant co-cultures of *Prochlorococcus* NATL2A and *Alteromonas* grown on a 13:11 h light:dark cycle. (A) Parental co-cultures were grown under standard 13:11 h light:dark conditions. When cells reached the late-exponential growth phase, they were transferred to fresh media and this process was repeated several times. After seven transfers, cells were moved into continuous light (yellow shading) for seven transfers, at an equivalent amount of photons day^−1^, before returning to light:dark conditions. (B) To establish the dark-tolerant phenotype, co-cultures of *Prochlorococcus* and *Alteromonas* were subjected to 3 days of extended darkness halfway their exponential growth phase (vertical gray bars in B) and then allowed to recover under standard 13:11 light:dark growth conditions. The time required to resume growth after dark exposure is indicated above the black horizontal bars. Again, after seven transfers, cells were moved into continuous light (yellow shading) for seven transfers, before returning to light:dark conditions. (C-H) The parental and dark-tolerant co-cultures were monitored over a 48 h period (indicated by the light blue lines below A and B) under 13:11 light:dark conditions to study (C,D) the population dynamics of *Prochlorococcus* and *Alteromonas* (E,F) cell cycle phase analysis of the *Prochlorococcus* population (percentage in G1, S, and G2 phases), and (G,H) relative bulk chlorophyll fluorescence and mean forward angle light scatter (FALS, a proxy for cell size) per *Prochlorococcus* cell. In (C) and (D), we calculated Pearson’s correlation coefficient (ρ) between the short-term increments in population abundance of *Prochlorococcus* and *Alteromonas*, and their significance (*p*), to assess population synchrony. Gray shading in (C-H) indicates the 11 h night period on the diel cycle. Error bars for triplicate cultures are included, but may not always extend beyond the data point.

### Cell cycle and population dynamics

To understand how dark tolerance affects growth on a light:dark cycle, we compared cell division and cell cycle progression of dark-tolerant and parental *Prochlorococcus* in co-cultures with *Alteromonas* using flow cytometry. In the parental cultures, cell division of *Prochlorococcus* was tightly synchronized with the light:dark cycle, occurring only during the first half of the dark period (Fig. 1C, black line), as has been previously reported [15, 23]. In contrast, in dark-tolerant cultures, *Prochlorococcus* cells divided both in the light and in the dark, suggesting a loosening of the coupling of cell division to the light:dark cycle (Fig. 1D, black line). Accordingly, parental cultures displayed rapid progression through the S (chromosomal replication) and G2 (cell division) phases of the cell cycle at dusk (Fig. 1E), whereas S and G2 phases extended over the entire night period in the dark-tolerant cultures, with fewer cells in the G1 phase throughout (Fig. 1F). Finally, forward angle light scatter (FALS) per cell —a proxy for cell size—and chlorophyll fluorescence per cell were both tightly entrained to the light:dark cycle in parental lines, but less so in the dark-tolerant cultures (Fig. 1E and F). Dark-tolerant cells were on average significantly larger than parental *Prochlorococcus* (Welch’s *t*-test: *t* = 2.52, df = 15, *P* < .05), consistent with the increased proportion of cells in the G2 phase throughout the light:dark cycle. Finally, dark-tolerant cells had on average significantly less chlorophyll fluorescence than parental cells (Welch’s *t*-test: *t* = −3.09, df = 18, *P* < .01), suggesting they may have lower light-harvesting capability. Together these observations further support the hypothesis that the emergence of dark tolerance in *Prochlorococcus* involves a loosening of the coupling between the daily light:dark cycle and cell cycle progression and a decreased reliance on photosynthesis.

To understand the decreased entrainment of dark-tolerant *Prochlorococcus* to the light:dark cycle in the context of its interactions with *Alteromonas*, we examined features of both partners under the two conditions. The relative abundance of *Alteromonas*, as measured by the average *Alteromonas*:*Prochlorococcus* ratio across the 48 h time period, increased from 1:71 in parental co-cultures to 1:30 in the dark-tolerant co-cultures (Fig. 1C and D, note differences in *y*-axis scales). Since the mineral medium does not contain organic carbon, *Alteromonas* growth relies entirely on carbon sources obtained from *Prochlorococcus.* For example, the high *Alteromonas*:*Prochlorococcus* ratio could be attributed to additional carbon from dead *Prochlorococcus* cells in the dark-tolerant co-cultures. However, the prolonged dark survival of dark-tolerant *Prochlorococcus* does not point at an enhanced cell death of dark-tolerant cells in comparison to parental cells. Hence, we think it is more likely that the higher relative abundance of *Alteromonas* in the dark-tolerant co-cultures is due to either an increased exudation of organic molecules by living *Prochlorococcus*, and/or an increase in the fraction of *Prochlorococcus* exudates that is available to *Alteromonas*. Further, unlike in the parental co-cultures, changes in the population abundances of *Alteromonas* and *Prochlorococcus* over time were highly correlated in the dark-tolerant co-cultures (Pearson’s correlation: *P* = .87, *P* < .005) (Fig. 1C and D), indicating an enhanced synchrony between both taxa. This suggests that the decreased entrainment of *Prochlorococcus* with the light:dark cycle is linked to an increased metabolic coupling between *Prochlorococcus* and *Alteromonas* in the dark-tolerant co-cultures.

### Transcriptional patterns in *Prochlorococcus*

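The 6 co-cultures behind the transcriptomes held *Prochlorococcus* NATL2A, a picocyanobacterium, together with the heterotrophic bacterium *Alteromonas macleodii* MIT1002. In 3 of them, lettered A to C, the *Prochlorococcus* was the parental line, and in the other 3, lettered likewise, it was the dark-tolerant line. Each culture was sampled at 0, 4, 8, 13, 16, 20 and 24 h after the start of the light period, with darkness from 13 h, which gave 42 RNA-Seq libraries, 3 for each line and time point. The methods list these time points without 13 h, whereas the sample labels and the figures include it, and the libraries were used as labeled. The authors deposited raw counts of sense reads per gene from HTSeq 0.11.2, in which a read that fits several genes was counted for each, so copies of one small RNA may share reads. After 3 repeated entries had been removed, 6215 genes remained, 2090 of *Prochlorococcus* and 4125 of *Alteromonas*. The libraries held 3187615 to 14764087 counts. *Prochlorococcus* counts ranged from 4201379 to 14587451 in parental and from 3102695 to 7388640 in dark-tolerant libraries. *Alteromonas* took far fewer, 74320 to 176636 in parental and 84920 to 208311 in dark-tolerant libraries. Each organism was analyzed by itself with edgeR's quasi-likelihood test over all 42 libraries and TMM normalization, in 14 groups of line and time, and a gene was called at a Benjamini-Hochberg adjusted p under 0.01. Fold changes are dark-tolerant over parental, and night stands for the average of 16 and 20 h and day for that of 4 and 8 h. The deposited table gives names for 19 *Prochlorococcus* entries only, mostly Yfr small RNAs, and none of the other *Prochlorococcus* identifiers could be paired with a gene name. Of the 4104 *Alteromonas* genes with a count, 350 received a gene symbol through protein identifiers shared with another strain of the species.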

To gain additional insights into the metabolism of the dark-tolerant phenotype, we compared the transcriptomes of parental and dark-tolerant *Prochlorococcus* cells, when grown in co-culture with *Alteromonas*, every 4 h over a full light:dark cycle using RNA-Seq (Table S2). While nearly all *Prochlorococcus* genes retained periodicity in dark-tolerant cells (Table S3), the vast majority of genes showed significant differences in expression relative to parental cells, with the largest magnitudes of expression differences occurring at night (Fig. S1, Text S1). 

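At night 743 of 2069 tested *Prochlorococcus* genes rose in dark-tolerant cells and 709 fell. Among genes with a name, the largest night rises were those of both copies of the small RNA Yfr103, of atpT, Yfr107 and Yfr13, and the largest fall was that of Yfr1. Genes without a name moved further still. A gene with neither a name nor a protein accession rose at night with a log2 fold change of 3.67 (standard error 0.35, adjusted p = 1.7e-11) and stood at -0.91 by day (adjusted p = 0.055). The gene WP_011822907.1 also rose by 3.67 (standard error 0.21, adjusted p = 5.9e-17), against 0.61 by day (adjusted p = 0.030). The genes WP_011295329.1 and WP_011295330.1 fell at night by 3.39 and 3.35 on the log2 scale (adjusted p = 2.6e-25 and 7.6e-25), and both fell by day too, by 0.38 and 0.49. These 4 genes were picked as the largest night changes after their values had been seen. By day 258 genes rose and 301 fell. The line difference itself changed between night and day for 1182 genes, 590 upward and 592 downward at night (edgeR, interaction contrast), and 1031 of these had the larger difference at night. Both at night and by day 409 genes were called, close to the 392 that independent calls would give, and 296 of the 409 changed in the same direction. The directions are relative to TMM scaling: with total counts as library size, which shifts the median of all genes by 0.29 at night and 0.36 by day, 969 genes rose and 424 fell at night and 982 rose and 36 fell by day, and with one normalization over both genomes, a shift of -0.42 at night, 369 rose and 1053 fell at night. The day count was also 351 with that joint normalization, 317 from the day libraries alone and 1125 when 0 h was counted as day, while the interaction count was 747 between 16 and 4 h alone, a comparison chosen after seeing the data.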

Below we highlight key differences in transcript expression patterns of dark-tolerant cells relative to parental cells.

#### Regulation of circadian rhythm

Given the decoupling of the cell cycle from the light:dark cycle (Fig. 1) and maintenance of periodic gene expression in dark-tolerant cells (Table S2), we first examined the expression patterns of genes related to the circadian clock. *Prochlorococcus* has a partial KaiBC circadian oscillator which must be reset each morning to sustain periodicity, likely through interactions that sense the cellular redox state [24–26]. It uses a two-component regulatory system, SasA-RpaA, to transmit the clock’s output to the rest of the genome, ultimately driving genome-wide transcription rhythms [27–30]. In the dark-tolerant cells, transcripts for all clock genes (*sasA*, *rpaA*, *kaiB*, and *kaiC*) were depleted relative to parental cells, particularly during the night (Fig. 2), indicating a potential dysregulation of the circadian rhythm, consistent with physiological measurements (Fig. 1). Circadian rhythms in cyanobacteria are known to be influenced by changes in metabolic activity [31–33], biotic interactions [34], and glucose assimilation [35, 36]. Although both dark-tolerant and parental *Prochlorococcus* cultures were co-cultured with *Alteromonas*, we hypothesize that changes in the metabolism of the dark-tolerant *Prochlorococcus* cells enhance their responsiveness to *Alteromonas*-mediated factors, which could contribute to the reduced light:dark entrainment of dark-tolerant cells (Fig. 1).

**Figure 2:**
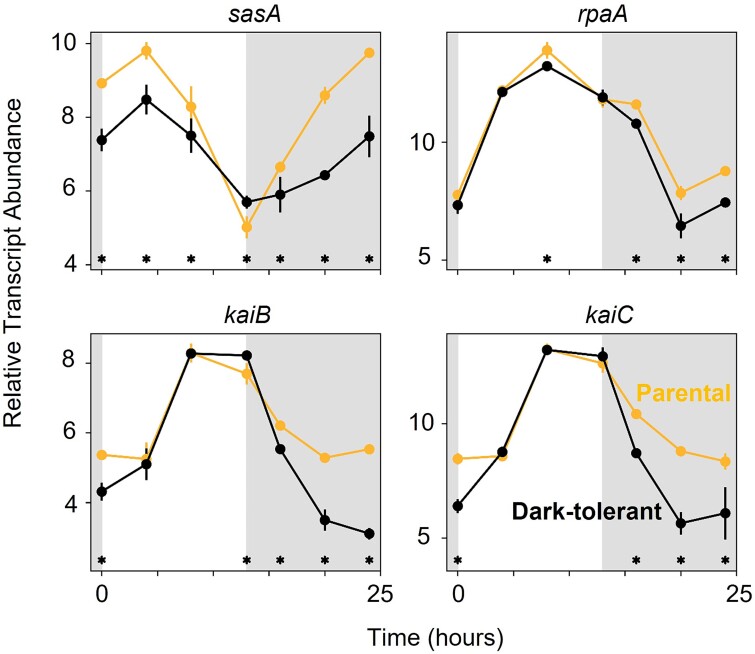
Expression patterns of the circadian clock genes of *Prochlorococcus* NATL2A, grown in co-culture with *Alteromonas*. Panels show relative transcript abundance of dark-tolerant phenotype (black line) and parental phenotype (gold line) over the 13 h day (white shading) and 11 h night (gray shading) cycle. Asterisks (*) indicate significant log2 fold differences in gene expression between the dark-tolerant and parental phenotype at the indicated time points (*P* < .01).

#### Electron transport chain and ATP synthesis

We next explored how changes in the circadian rhythms of cells intersect with regulation of the electron transport chain, where the reductants and ATP that drive all metabolic processes are generated. Changes in expression were consistently seen across subunits of larger complexes in the electron transport chain (Text S2, Fig. S2). In particular, transcripts of genes involved in mediating photosynthetic electron flow (i.e. genes involved in photosystem I and II (PSI and PSII) and ferredoxin-NADP oxidoreductase (FNR) were depleted in dark-tolerant cells relative to the parental cells (Fig. 3, red panels). Conversely, transcripts of genes involved in mediating respiratory electron flow, such as NADH dehydrogenase (NDH) and cytochrome oxidase (COX), were relatively enriched (Fig. 3, blue panels), especially during the night. Transcripts of genes involved in both pathways, including cytochrome b6f (Cyt b6f) and plastocyanin (PC), showed more subtle changes (Fig. 3, black panels), but the nature of those changes were also consistent with a relative shift from autotrophy toward heterotrophy. That is, in dark-tolerant cells, transcripts for Cyt b6f and PC were relatively enriched at dusk when transcripts for respiration were most abundant, and relatively depleted in the period around dawn when transcripts for photosynthesis were most abundant. Finally, ATP synthase genes were depleted in dark-tolerant cells (Fig. 3, Table S2), suggesting a reduction in ATP synthesis. We note that one of the largest ATP-demanding processes in photosynthetic organisms is CO_2_-fixation. Taken together these data indicate a relative shift from photosynthesis toward respiration, potentially suggesting a greater use of organic carbon in dark-tolerant *Prochlorococcus*.

**Figure 3:**
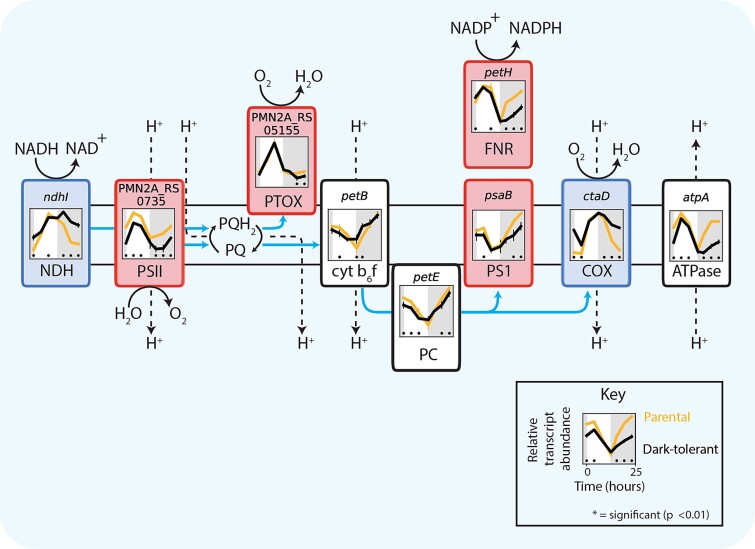
Expression patterns for genes of the photosynthetic and respiratory electron transport chain of *Prochlorococcus* NATL2A, grown in co-culture with *Alteromonas*. Panels associated with each component show relative transcript abundance of dark-tolerant (black line) and parental cultures (gold line) over the 13 h day (white shading) and 11 h night (gray shading) cycle, with representative genes for photosynthesis (red panels), respiration (blue panels), and genes involved in both pathways (black panels) (Table S2). Asterisks (*) indicate significant log2 fold differences in gene expression between the dark-tolerant and parental phenotype at the indicated time points (*P* < .01). Blue arrows indicate pathways of electron flow. Abbreviations: NDH, NADH dehydrogenase; PSII, photosystem II; PQ, plastoquinone; PQH_2,_ plastoquinol; PTOX, plastoquinol terminal oxidase; cyt b6f, cytochrome b6f; PC, plastocyanin; PSI, photosystem I; FNR, ferredoxin-NADP oxidoreductase; COX, cytochrome oxidase.

#### Central carbon metabolism

Next, we examined genes involved in the central carbon metabolism of *Prochlorococcus* cells. Transcripts of genes involved in CO_2_-fixation via the Calvin cycle—a major sink of ATP and reductants—were depleted in dark-tolerant cells, whereas expression levels of genes from the pentose phosphate pathway, which feeds reductants into the respiratory electron transport chain, either changed little or increased (Fig. 4). These patterns are consistent with an increase in organic carbon use and a decrease in photosynthesis in dark-tolerant cells. Transcripts of genes that encode two enzymes involved in converting fumarate and malate to oxaloacetate were relatively depleted in dark-tolerant cells (Fig. 4). These enzymes participate in the incomplete TCA cycle of *Prochlorococcus*, driving an adjacent cycle that performs a key amination step during the synthesis of ATP (Fig. 3). Since transcripts of TCA cycle enzymes that catalyze the conversion of pyruvate to alpha-ketoglutarate—in the process of generating NADH—were unchanged or slightly enriched, we conclude that the respiratory function of the TCA cycle is unchanged or relatively increased in these cells. Additionally, transcripts for glycolysis genes and genes for a putative pyruvate exporter, *salY*, were depleted in dark-tolerant cells (Fig. 4). This putative decrease in pyruvate excretion, coupled to a decrease in ATP synthesis (Fig. 3) and CO_2_-fixation (Fig. 4), suggests the possibility that dark-tolerant *Prochlorococcus* cells may exude a smaller fraction of the carbon they acquire relative to parental cells, contributing to longer dark-survival. Since we observed an increase in the relative abundance of *Alteromonas* (as measured by the *Alteromonas*:*Prochlorococcus* ratio) in dark-tolerant co-cultures (Fig. 1), this indicates that a greater fraction of the carbon exuded by *Prochlorococcus* is accessible to its co-culture partner. Finally, we observed changes in nearly all regulatory genes driving these metabolic changes, hinting at a broader regulatory framework governing dark tolerance (Fig. S3, Text S3).

**Figure 4:**
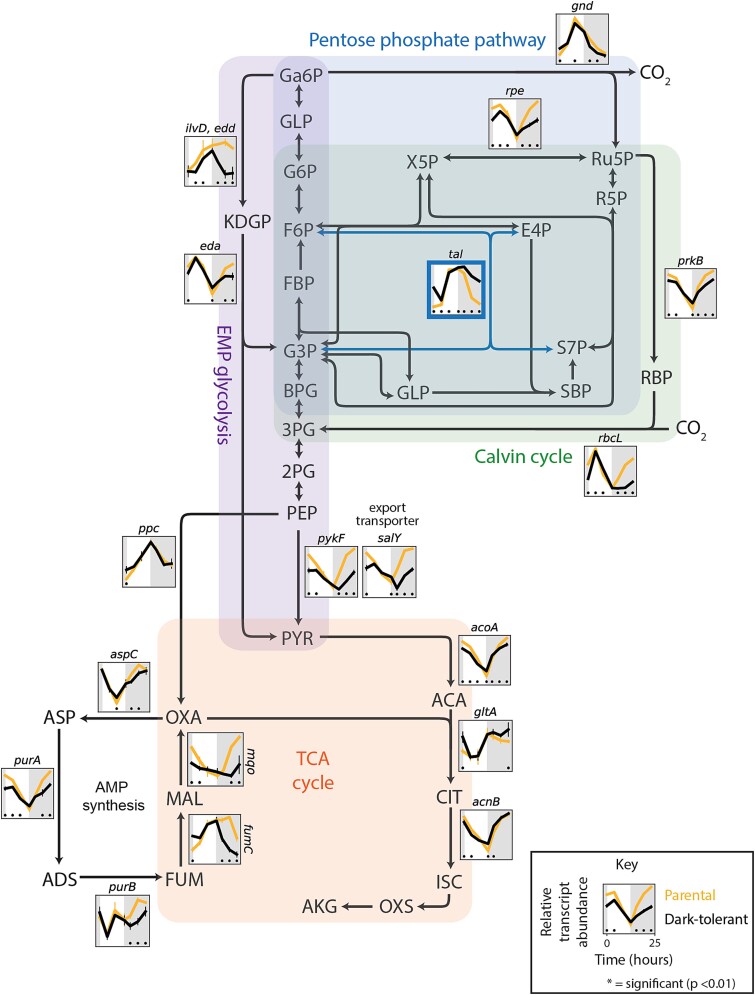
Expression patterns of genes involved in the central carbon metabolism of *Prochlorococcus* NATL2A, grown in co-culture with *Alteromonas*. The *Prochlorococcus* genes are embedded in a schematic of the Calvin cycle (green shading), glycolysis (purple shading), pentose phosphate pathway (blue shading), and TCA cycle (orange shading). Panels associated with select genes in each pathway show relative transcript abundance of dark-tolerant phenotype (black line) and parental phenotype (gold line) over the 13 h day (white shading) and 11 h night (gray shading) cycle, with representative genes shown for multi-subunit complexes (Table S3). Asterisks (*) indicate significant log2 fold differences in gene expression between the dark-tolerant and parental phenotype at the indicated time points (*P* < .01). Abbreviations: Ga6P, gluconate 6-phosphate; GLP, glucono-1,5-lactono 6-phosphate; G6P, glucose 6-phosphate; F6P, fructose 6-phosphate; X5P, xylulose 5-phosphate; Ru5P, ribulose 5-phosphate; R5P, ribose 5-phosphate; E4P, erythrose 4-phosphate; S7P, sedoheptulose 7-phosphate; SBP, sedoheptulose bisphosphate; RBP, ribulose bisphosphate; FBP, fructose 1,6-bisphosphate; G3P, glyceraldehyde 3-phosphate; BPG, 2,3 bisphosphoglycerate; 3PG, 3-phosphoglycerate; 2PG, 2-phosphoglycerate; PEP, phosphoenolpyruvate; PYR, pyruvate; KDGP, 2-keto-3-deoxygluconate 6-phosphate; ACA, acetoacetate; CIT, citrate; ISC, isocitrate; OXS, oxalosuccinate; AKG, alpha-ketoglutarate; OXA, oxaloacetate; MAL, malate; FUM, fumarate; ASP, aspartate; ADS, adenylosuccinate.

While expression profiles of ETC and core carbon metabolism genes are consistent with a decrease in photosynthesis and an increase in using organic carbon obtained from *Alteromonas* by dark-tolerant *Prochlorococcus*, an alternative explanation for dark tolerance could be that cells have acquired a greater ability to store and reoxidize organic carbon to survive extended darkness. To explore this, we looked at genes related to metabolism of glycogen, considered the major carbon storage compound in *Prochlorococcus* [15]. Expression for all glycogen synthesis genes is lower in dark-tolerant cells, potentially indicating a decrease in glycogen storage (Fig. 5). However, glycogen phosphorylase (GlgP), which mediates glycogen breakdown to glucose-1-phosphate, is significantly higher around sunrise (Fig. 5), which may support the transition to daytime metabolism in dark-tolerant cells, as glycogen degradation has in other cyanobacteria been found to facilitate initiation of photosynthesis by using reactions shared with the Calvin cycle [37]. It has been observed that *Prochlorococcus* exudes substantial levels of polysaccharides when grown with heterotrophs [38]. Hence, a decrease in expression of glycogen synthesis genes—even as expression of glycogen usage genes increases—could reflect a decrease in polysaccharide exudation, consistent with our inference from core metabolic pathways that dark-tolerant cells exude less carbon (Figs 3 and 4 and surrounding discussion).

**Figure 5:**
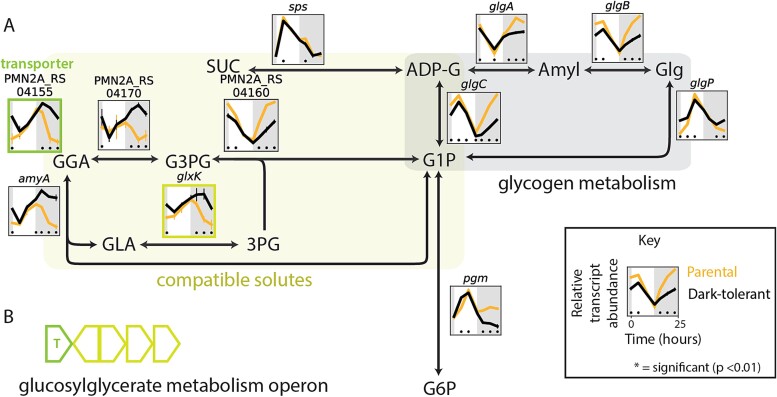
Expression patterns of glycogen metabolism and compatible solute genes in *Prochlorococcus* NATL2A, grown in co-culture with *Alteromonas*. (A) Schematic overview of metabolism of glycogen (gray shading) and compatible solutes (yellow-green shading). Panels show relative transcript abundance of dark-tolerant phenotype (black line) and parental phenotype (gold line) over a 13 h day (white shading) and 11 h night (gray shading) cycle, with representative genes shown for multi-subunit complexes (Table S2). (B) Compatible solute genes (outlined in dark yellow) are co-located in the glucosylglycerate metabolism operon and are immediately adjacent to the transporter gene (outlined in green) reported in the upper left of panel (A). Asterisks (*) indicate significant log2 fold differences in gene expression between the dark-tolerant and parental phenotype at the indicated time point (*P* < .01). Abbreviations: SUC, sucrose; ADP-G, ADP-glucose; Amyl, amylose; Glg, glycogen; G1P, glucose-1-phosphate; G6P, glucose-6-phosphate; GGA, glucosylglycerate; G3PG, glucosyl 3-phosphoglycerate; 3PG, 3-phosphoglycerate; GLA, glycerate.

##### Compatible solutes

Small molecules that are generally used for osmoprotection—can make up large fractions of cellular resources and could be used as an alternative energy storage mechanism in dark-tolerant *Prochlorococcus*. The major compatible solutes in *Prochlorococcus* NATL2A are sucrose and glucosylglycerate [39], the breakdown of which generates glucose-6-phosphate and/or 3-phosphoglycerate (Fig. 5), which feed directly into respiration pathways (Fig. 4). Transcripts of genes involved in sucrose metabolism were largely unchanged between dark-tolerant and parental cells, but there were clear transcriptional changes in the metabolism of glucosylglycerate (Fig. 5). In particular, transcripts of genes involved in the de novo synthesis of glucosyl 3-phosphoglycerate (G3PG), the immediate precursor to glucosylglycerate, were depleted in dark-tolerant cells, while those for genes involved in the recycling of glucosylglycerate to glucose-1-phosphate (G1P) and 3-phosphoglycerate (3PG) were enriched (Fig. 5). In addition, transcripts for a putative transporter gene that we identified within the glucosylglycerate metabolism operon in *Prochlorococcus* [40] are enriched in dark-tolerant cells (Fig. 5). These patterns suggest that dark-tolerant *Prochlorococcus* cells are not making greater use of compatible solutes as an energy storage mechanism, but instead raise the possibility that glucosylglycerate could be an external source of organic carbon it receives from *Alteromonas*, which may release these compounds as a result of a stress response due to nutrient limitation or environmental or metabolic cues, as observed in other bacteria [41, 42].

### Transcriptional patterns in *Alteromonas*

Next, we explored *Alteromonas* metabolism in the presence of both dark-adapted and parental *Prochlorococcus* cells. In contrast to the extensive transcriptional changes in *Prochlorococcus*, only 9% of *Alteromonas* genes had significant differences in expression between parental and dark-tolerant co-cultures (Fig. S4). 

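A pair of *Alteromonas* genes without a symbol stood apart from all others tested, since only WP_049587218.1 and WP_049587291.1 were called at all 7 time points. WP_049587218.1 was higher in dark-tolerant co-cultures by 3.55 at 16 h to 4.05 at 0 h on the log2 scale, and WP_049587291.1 by 3.72 at 13 h to 4.55 at 24 h (both named after their values had been seen). In all, 131 *Alteromonas* genes were called at one or more time points, which is 3.19% of the 4104 genes with a count and 4.79% of the 2734 tested. In simulated data of the same depth and spread, with independent libraries, the test at 20 h recovered 19.4% of genes changed 2-fold and 75.8% of those changed 4-fold. Smaller changes at a single time point were thus mostly not detectable with the depth and spread of *Alteromonas*, whose parts were not separated. The night average recovered 56.7% of genes changed 2-fold. Dark-tolerant culture A differed from its fellow cultures in *Alteromonas* transcripts: relative to counting noise, the differences between its libraries and those of cultures B and C had a median chi-square per degree of freedom of 5.10, against 1.40 between B and C. The share of genes called was 5.92% without dark-tolerant culture A and 2.12%, 1.92% and 1.88% without parental culture A, B or C. It was 23.3% with one normalization over both genomes and 1.49% when only genes with a mean of at least 50 counts were tested, which is 61 of 528 such genes (11.6%).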

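By day 119 *Alteromonas* genes rose and 71 fell in co-cultures with dark-tolerant *Prochlorococcus*, and at night 29 rose and 44 fell. By day clpX and hslU, which encode ATPase subunits of proteases, rose with log2 fold changes of 0.56 (standard error 0.11, adjusted p = 5.4e-04) and 0.79 (standard error 0.18, adjusted p = 0.0023), and asnB, an asparagine synthetase, fell by 0.77 on the log2 scale (standard error 0.21, adjusted p = 0.0097). At night cspD, a cold-shock-like protein, rose with a log2 fold change of 0.50 (standard error 0.11, adjusted p = 0.0030). In a list of 4 measured chaperones and proteases (dnaJ, dnaK, hslU and htpG), which leaves out clpX, 1 rose and none fell by day (edgeR, 1 and 0 when adjusted over the list alone; camera adjusted p = 0.391), and at night none was called by edgeR, also when adjusted over the list alone. The night values of the list lay lower than those of other genes (camera adjusted p = 0.019), but not with an estimated correlation (adjusted p = 0.052) nor without dark-tolerant culture A (adjusted p = 0.267), and with one normalization over both genomes all 4 were above 0 (adjusted p = 0.336). Its night minus day difference lay below that of other genes (camera adjusted p = 0.0034, and adjusted p = 0.019 with an estimated correlation), though with one normalization over both genomes the median of the list was 0.31 at night and 0.02 by day, the higher value at night. Counts at single time points were 45 up and 13 down at 0 h, 15 and 19 at 4 h, 6 and 24 at 8 h, 6 and 5 at 13 h, 4 and 22 at 16 h, 6 and 7 at 20 h, and 11 and 57 at 24 h. The 42 genes called both at night and by day, against 5.07 for independent calls, all changed in the same direction, in libraries of the same 6 cultures. The difference between night and day was itself called for 1 gene, WP_049586646.1, which fell by day by 1.45 on the log2 scale and stood at -0.14 at night (interaction adjusted p = 0.0012).

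These *Alteromonas* calls changed when single cultures were left out, which also leaves fewer libraries. The counts fell whichever parental culture was left out, so there the weight of one culture and the loss of libraries are not told apart. The day count of 190 was 45, 54 and 84 without parental culture A, B or C, 100 without dark-tolerant culture A and 296 without dark-tolerant culture C. The night count of 73 was 33, 36 and 40 without parental culture A, B or C and 151 without dark-tolerant culture A. With culture as a random block in limma voom, the day count was 115 (53 up and 62 down) and the night count 70. Calls of hslU were lost without parental culture A, B or C or dark-tolerant culture A (adjusted p from 0.0106 to 0.139, log2 fold change 0.42 without dark-tolerant culture A), those of clpX without parental culture A (adjusted p = 0.0275) or B (adjusted p = 0.0198), those of cspD without any one culture other than dark-tolerant A (adjusted p from 0.0113 to 0.0840), and those of asnB without any one culture other than dark-tolerant C (adjusted p from 0.0140 to 0.0790). With one normalization over both genomes, which shifts the median of all genes by 0.68 at night, 1228 genes rose and 21 fell at night and 41 rose and 65 fell by day, and with total counts as library size 44 rose and 39 fell at night. That joint setting takes library sizes over both organisms, so the *Alteromonas* share of counts enters the values of all its genes. The share went from 1.49% in parental to 3.71% in dark-tolerant co-cultures at 16 h, and from 1.28% to 3.15% at 20 h. Fitted alone, the day libraries gave 48 genes.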

While a large number of *Prochlorococcus* genes showed differential expression between dark-tolerant and parental phenotype at night (Fig. S1B), differential expression in *Alteromonas* was relatively more common during the daytime (Fig. S4B), suggesting *Alteromonas* may be responding to changes in metabolic byproducts released by *Prochlorococcus* during the light period.

#### Central carbon metabolism and electron transport

To explore how the emergence of dark tolerance in *Prochlorococcus* affects *Alteromonas*, we first examined its central carbon metabolism (Fig. 6), where organic carbon obtained from *Prochlorococcus*—the only source of organic carbon for *Alteromonas*—is processed and energy is generated. While expression differences between *Alteromonas* from dark-tolerant and parental co-cultures were generally only significant at a few individual time points, clear trends emerged across pathways. For example, transcripts of genes in the pentose phosphate pathway, lower glycolysis, and TCA cycle—the main pathways for breaking down sugars and feeding reductants into the electron transport chain—were depleted during daytime in *Alteromonas* cells from dark-tolerant relative to parental co-cultures (Fig. 6), suggesting a decrease in sugar usage and respiration during the light period. This is consistent with a concurrent decrease in the expression of Cytochrome *c* oxidase (COX) and ATP synthetase (Fig. 7), as well as the inference that dark-tolerant *Prochlorococcus* may exude less polysaccharides than parental cells (Fig. 4). 

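Those TCA cycle transcripts of *Alteromonas* that could be named were lower by day in dark-tolerant co-cultures. They were mdh, sucC, sucD, odhB, sdhA, sdhC and sdhD, so the other steps of the cycle are not covered. These genes also varied together, with an estimated correlation of 0.32 by day. Of 7 measured genes of the cycle, 4 fell, none rose and 3 did not pass the edgeR test (7 fell when adjusted over the list alone), and as a group they lay below the other genes (camera adjusted p = 1.2e-08, and adjusted p = 0.0041 with an estimated correlation). The gene sucC, a subunit of succinyl-CoA synthetase, fell by 1.18 on the log2 scale (standard error 0.19, adjusted p = 4.3e-05), from 1101 ± 89.3 to 440 ± 126 CPM at 4 h (SD, n = 3) and from 1336 ± 421 to 668 ± 247 at 8 h. The other subunit gene, sucD, fell by 0.75 (standard error 0.15, adjusted p = 6.5e-04), mdh, a malate dehydrogenase, by 0.71 (standard error 0.18, adjusted p = 0.0051), and odhB, of the 2-oxoglutarate dehydrogenase complex, by 0.51 (standard error 0.12, adjusted p = 0.0025). The succinate dehydrogenase genes sdhA, sdhC and sdhD had day values of -0.32, -0.52 and -0.80 that did not pass (adjusted p = 0.030, 0.029 and 0.019). At night no TCA cycle gene was called, also when adjusted over the list alone, with values such as -0.49 for mdh and -0.44 for sucC, and the group lay lower (camera adjusted p = 4.1e-04), though not with an estimated correlation (adjusted p = 0.052), and with one normalization over both genomes all 7 night values were above 0. The difference between night and day had an adjusted p of 0.0061 for the list, or adjusted p = 0.141 with an estimated correlation. Of lower glycolysis, 2 genes carried a symbol and neither passed by day: pyk, a pyruvate kinase, had a log2 fold change of 0.84 (adjusted p = 0.012) and gpmA, a phosphoglycerate mutase, of -0.80 (adjusted p = 0.087). The rise of pyk rests on dark-tolerant culture A: it stood at 0.18 without that culture (adjusted p = 0.675), and at 1.08 and 1.10 without dark-tolerant culture B or C (adjusted p = 0.0030 and 7.2e-04). No gene of the pentose phosphate pathway carried a symbol. Day calls of sucD were lost without parental culture A (adjusted p = 0.0153) or B (adjusted p = 0.0205), those of mdh without parental culture A, B or C (adjusted p from 0.0304 to 0.0644), and those of odhB without parental culture A, B or C or dark-tolerant culture B (adjusted p from 0.0154 to 0.0368). From lower daytime transcripts of pentose phosphate, lower glycolysis and TCA cycle genes in Fig. 6, the paper proposes that *Alteromonas* used less sugar and respired less during the light period.

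**Figure D1:**
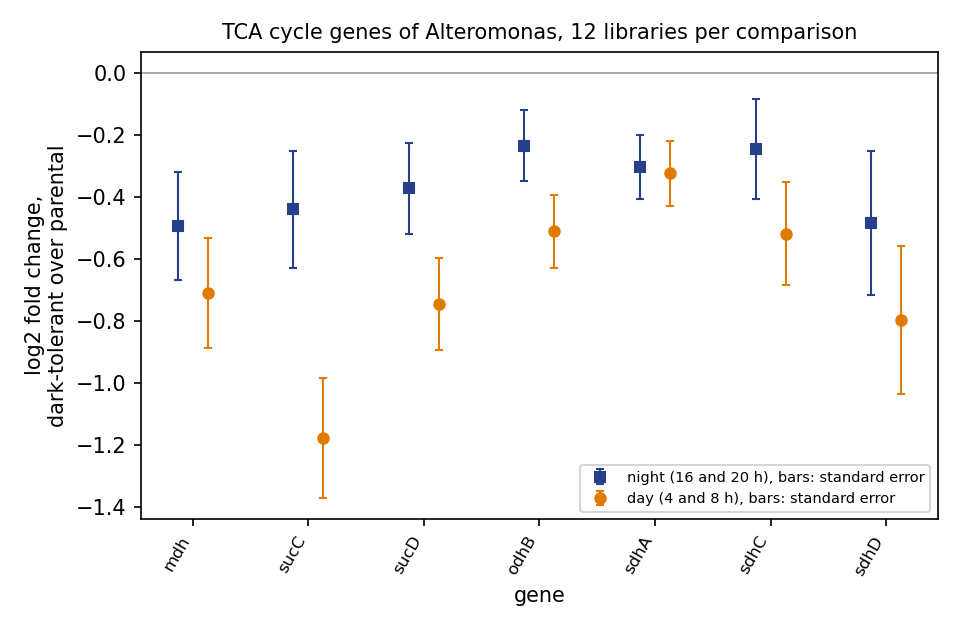
Log2 fold change (vertical axis, dark-tolerant over parental) of 7 TCA cycle genes of *Alteromonas* (horizontal axis) at night (squares, 16 and 20 h) and by day (circles, 4 and 8 h), with standard errors as bars. All 7 day values lie below 0, from -0.32 for sdhA to -1.18 for sucC, under each scaling tried. The night values lie below 0 with TMM, RLE or total counts and above 0 with one normalization over both genomes.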

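Of 6 measured ATP synthase genes of *Alteromonas*, atpA, which encodes the alpha subunit, fell at night by 0.58 on the log2 scale (standard error 0.13, adjusted p = 0.0027 from edgeR), and the other 5 did not pass, among them atpF at -0.52 (adjusted p = 0.018) and atpD at -0.38 (adjusted p = 0.054). Adjusted over the list alone, 3 fell and none rose. The list as a whole lay lower at night, with a median log2 fold change of -0.34 (camera adjusted p = 3.4e-04), but not with an estimated correlation (adjusted p = 0.052). By day no ATP synthase gene was called by edgeR, also when adjusted over the list alone, with atpA at -0.24 and atpG at -0.31, and neither the list (camera adjusted p = 0.094, or adjusted p = 0.445 with an estimated correlation) nor its night minus day difference passed (adjusted p = 0.078). Without dark-tolerant culture C the day value of the list passed (adjusted p = 0.025), and without dark-tolerant culture A it did not (adjusted p = 0.788). The sodium-pumping NADH dehydrogenase genes nqrF and nqrE had day values of -0.03 and -0.15 that did not pass. Genes of Cytochrome c oxidase carried no symbol and could not be picked out. The night call of atpA was lost without parental culture A, B or C (adjusted p from 0.0151 to 0.0347). With one normalization over both genomes all 6 night values were above 0, atpA stood at 0.06, and the list did not pass (adjusted p = 0.336).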

An inferred decrease in the breakdown of sugars further suggests that a decrease in respiration is not linked to an increase in fermentation, which is consistent with the observation that transcripts of genes involved in producing acetate and lactate, two key fermentation products, are relatively unchanged between *Alteromonas* from dark-tolerant and parental co-cultures (Fig. S5). Collectively, these observations suggest that the increased metabolic coupling between *Prochlorococcus* and *Alteromonas* during the emergence of dark tolerance involves a redirection of carbon flow in *Alteromonas*, likely reflecting changes in the nature of organic carbon supplied by *Prochlorococcus*.

**Figure 6:**
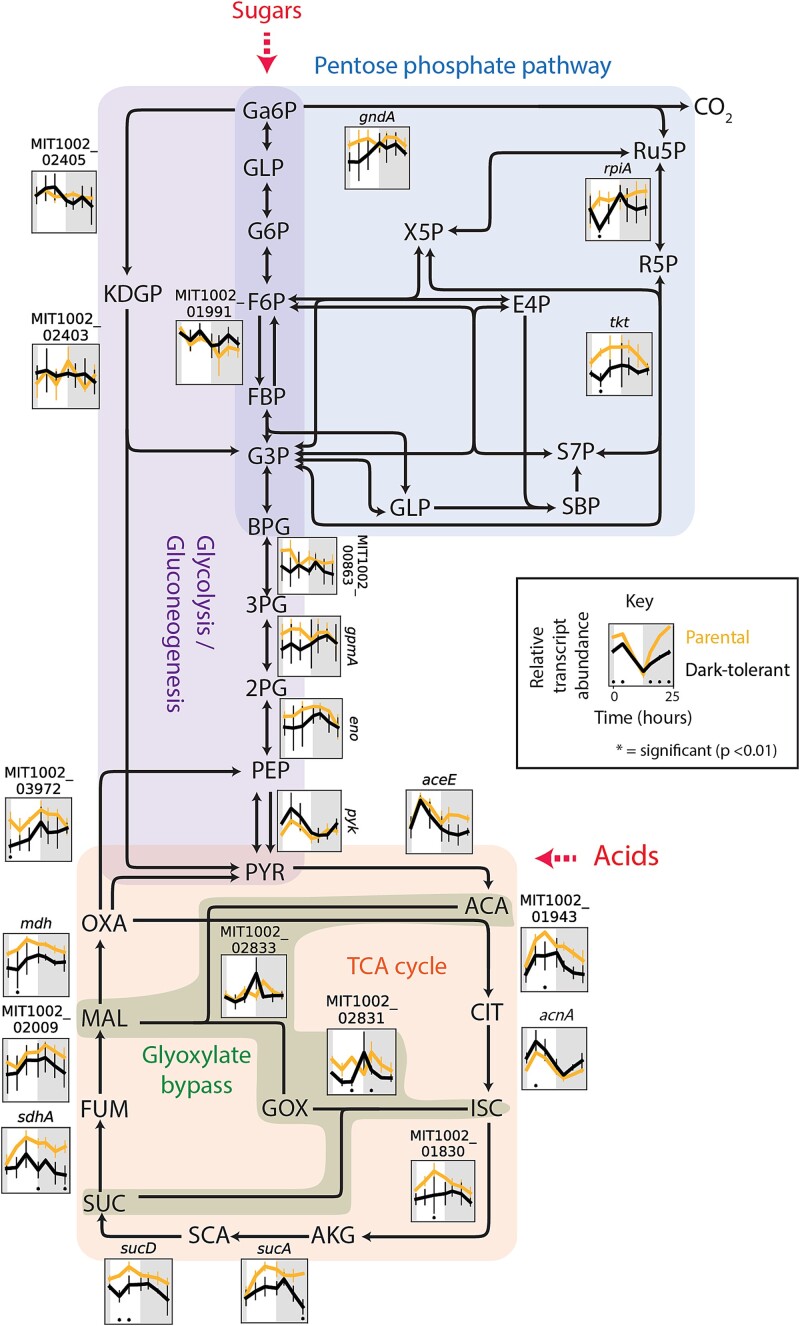
Expression patterns of genes involved in the central carbon metabolism of *Alteromonas*, grown in co-culture with *Prochlorococcus* NATL2A. Schematic of oxidative pentose phosphate pathway (blue shading), ED and EMP glycolysis (purple shading), and TCA cycle (orange shading). Panels associated with select genes in each pathway show relative transcript abundance of dark-tolerant phenotype (black line) and parental phenotype (gold line) of *Alteromonas* over a 13 h day (white) and 11 h night (gray) cycle, with representative genes shown for multi-subunit complexes (Table S4). Asterisks (*) indicate significant log2 fold differences in gene expression between the dark-tolerant and parental phenotype at the indicated time point (*P* < 0.01). Abbreviations: Ga6P, gluconate 6-phosphate; GLP, glucono-1,5-lactono 6-phosphate; G6P, glucose 6-phosphate; F6P, fructose 6-phosphate; X5P, xylulose 5-phosphate; Ru5P, ribulose 5-phosphate; R5P, ribose 5-phosphate; E4P, erythrose 4-phosphate; S7P, sedoheptulose 7-phosphate; SBP, sedoheptulose bisphosphate; RBP, ribulose bisphosphate; FBP, fructose 1,6-bisphosphate; G3P, glyceraldehyde 3-phosphate; BPG, 2,3 bisphosphoglycerate; 3PG, 3-phosphoglyceric acid; 2PG, 2-phosphoglyceric acid; PEP, phosphoenolpyruvate; PYR, pyruvate; KDGP, 2-keto-3-deoxygluconate 6-phosphate; ACA, acetoacetate; CIT, citrate; ISC, isocitrate; GOX, glyoxylate; AKG, alpha-ketoglutarate; SUC, succinate; SCA, succinyl coenzyme A; OXA, oxaloacetate; MAL, malate; FUM, fumarate.

**Figure 7:**
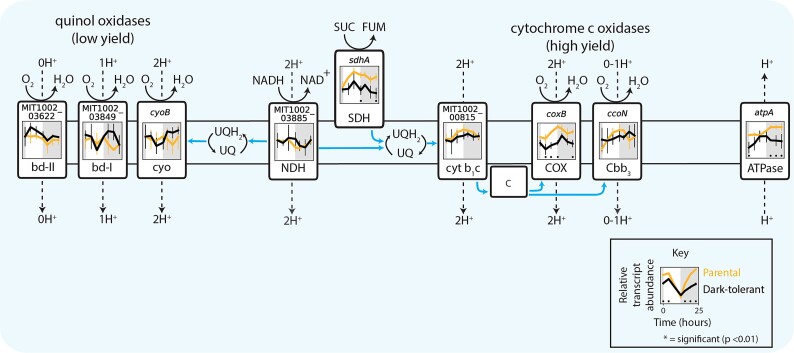
Expression patterns for genes of the electron transport chain in *Alteromonas*, grown in co-culture with *Prochlorococcus* NATL2A. The schematic includes the canonical respiration pathway, alternative terminal oxidases, and ATP synthase. Panels associated with each component show relative transcript abundance of dark-tolerant phenotype (black line) and parental phenotype (gold line) of *Alteromonas* over a 13 h day (white shading) and 11 h night (gray shading) cycle, with representative genes shown for multi-subunit complexes (Table S4). Blue arrows represent electron flow and asterisks (*) indicate significant log2 fold differences in gene expression between the dark-tolerant and parental phenotype at the indicated time point (*P* < .01). Abbreviations: NDH, NADH dehydrogenase; SDH, succinate dehydrogenase; UQ, ubiquinone; QH_2,_ ubiquinol; cyt b1c, cytochrome b1c; cbb3, cytochrome cbb3 oxidase; COX, cytochrome oxidase; bd-II and bd-I, cytochrome *bd* oxidases; cyo, cytochrome O ubiquinol oxidase.

**Figure 8:**
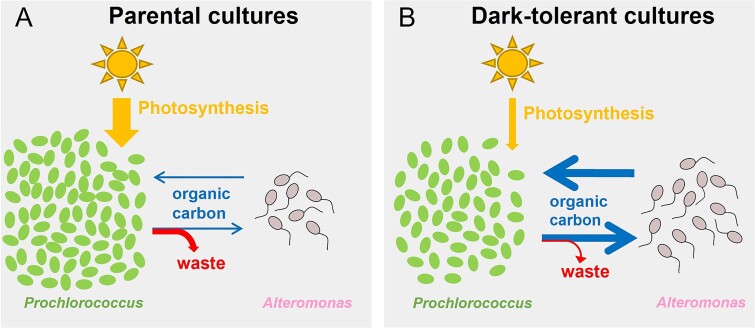
Summary of inferred changes in the metabolic coupling between *Prochlorococcus* and *Alteromonas* associated with the emergence of dark tolerance. (A) *Prochlorococcus* parental cells rely heavily on photosynthesis (yellow arrow), have less carbon exchange (blue arrows) with *Alteromonas*, and waste more metabolic products (red arrow) that are not assimilated by *Alteromonas*. (B) Dark-tolerant *Prochlorococcus* show a relative shift from photosynthetic to respiratory processes, a more economical use of energy and organic carbon (i.e. they produce less “waste”), and a greater mutual exchange of organic carbon with *Alteromonas* (blue arrows). The stronger metabolic coupling between the two species results in a higher *Alteromonas*:*Prochlorococcus* cell ratio.

Heterotrophic metabolism generally operates in one of two basic modes: glycolytic metabolism, based on the degradation of sugars, and gluconeogenic metabolism, based on the degradation of organic acids and/or amino acids [43, 44]. While we inferred a decrease in sugar degradation in *Alteromonas* (Fig. 6), we also observe a relatively unchanged expression of genes for the glyoxylate bypass, which often serves as the endpoint of organic acid degradation as it bypasses CO_2_-releasing reactions in the TCA cycle and preserves carbon backbones for gluconeogenesis and biosynthesis [45, 46]. Together this suggests a relative shift toward a more gluconeogenic metabolism in *Alteromonas* during the emergence of dark tolerance in *Prochlorococcus*. Additional clues on the changing nature of organic carbon used by *Alteromonas* in dark-tolerant co-cultures come from its highly versatile electron transport chain, which can mediate multiple different pathways of electron flow that pump different numbers of protons per electron transported (Fig. 7). That is, while transcripts for cytochrome c oxidase (COX) —whose use yields the most protons pumped per electron transported—were depleted, transcripts for other lower-yield complexes were either unchanged or slightly enriched in *Alteromonas* from dark-tolerant co-cultures. This suggests that the emergence of a more gluconeogenic metabolism in *Alteromonas* is linked to a lowering of the H^+^/e^—^pumping stoichiometry of its electron transport chain, in turn suggesting the carbon substrates it uses are more reduced in dark-tolerant co-cultures than in parental co-cultures.

### Substrate cross-feeding and the role of stress in dark-tolerant co-cultures

In an attempt to identify potential substrates from *Prochlorococcus* that fuel *Alteromonas*’ shift toward a gluconeogenic metabolism, we examined expression of *Alteromonas* genes involved in catabolism of diverse substrates (Table S5). While expression in most pathways appear relatively unchanged, we observed enrichment of transcripts for genes involved in degradation of tyrosine, phenylalanine, proline, threonine, tryptophan, benzoate, and purines in *Alteromonas* from dark-tolerant co-cultures (Fig. S6). 

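Transcripts of amino acid and purine catabolism leaned upward by day in *Alteromonas* from dark-tolerant co-cultures: 17 of the 17 measured genes of Fig. S6 had a log2 fold change above 0, with a median of 0.61. Of these, 3 rose (edgeR) and none fell. Without dark-tolerant culture A, whose *Alteromonas* transcripts stood apart, all 17 stayed above 0, the median was 0.35 and 1 rose, while 6 rose without dark-tolerant culture C and none without parental culture A, B or C. The maleylacetoacetate isomerase gene maiA, of tyrosine degradation, rose by 0.90 (standard error 0.23, adjusted p = 0.0051). Both genes of proline degradation rose, putA by 0.67 (standard error 0.17, adjusted p = 0.0053) and WP_049586037.1 by 0.82 (standard error 0.22, adjusted p = 0.0079). None of the measured genes of phenylalanine, threonine, tryptophan, benzoate or purine degradation was called by day, with values such as 0.60 for phhA (adjusted p = 0.069) and 0.19 for tdh (adjusted p = 0.51). At night none of the 17 was called, and 11 had a value above 0 (8 without dark-tolerant culture A), the highest being 1.46 for WP_049586255.1 of benzoate degradation (adjusted p = 0.045). At single time points 1 gene was called, WP_049587400.1 of phenylalanine degradation, which rose at 0 h by 1.95 (adjusted p = 5.4e-05) and fell at 24 h by 3.39 on the log2 scale (adjusted p = 4.0e-10). The study chose these genes on the same samples, so their direction is not independent evidence. Without dark-tolerant culture A putA stood at 0.22 (adjusted p = 0.261) and WP_049586037.1 at 0.35 (adjusted p = 0.285). Without parental culture A, B or C the calls of maiA (adjusted p from 0.0226 to 0.0801), putA (0.0306 to 0.0647) and WP_049586037.1 (0.0442 to 0.0713) were lost as well. With one normalization over both genomes all 17 day values stayed above 0 and none was called, while at night 16 were above 0 and 2 rose.

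**Figure D2:**
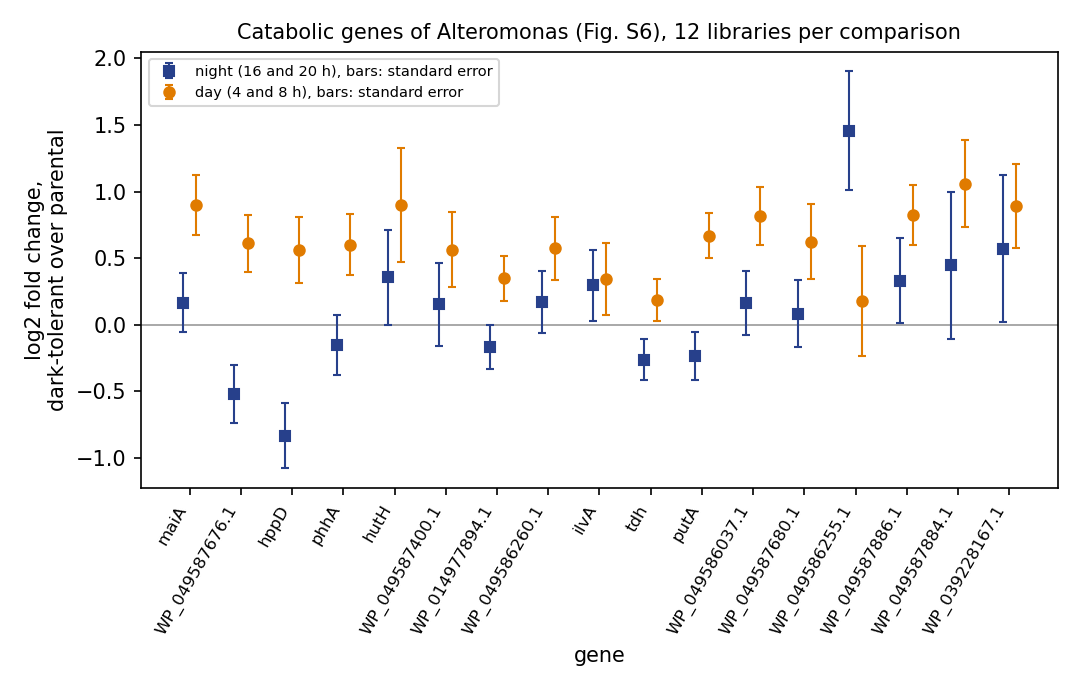
Log2 fold change (vertical axis, dark-tolerant over parental) of 17 catabolic genes of *Alteromonas* (horizontal axis) at night (squares, 16 and 20 h) and by day (circles, 4 and 8 h), with standard errors as bars. The day values all lie above 0, and the night values lie from -0.83 for hppD to 1.46 for WP_049586255.1.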

Purines, tyrosine, hydroxybenzoate, and phenylalanine have each been identified as exudates of *Prochlorococcus* [47]. Further, levels of tyrosine and phenylalanine have been shown to be elevated in cultures of *Prochlorococcus* MIT0801, which belongs to the same ecotype as NATL2A [48], compared to strains from other ecotypes [47]. Moreover, transcripts of several biosynthesis genes of tyrosine, proline and purines were elevated in dark-tolerant *Prochlorococcus* cells (Fig. S7). In particular, transcripts for the biosynthesis of tyrosine in *Prochlorococcus* were enriched during the night period, while transcripts for degradation of tyrosine in *Alteromonas* were enriched during the day. This pattern suggests *Prochlorococcus* produces certain compounds during the night, which *Alteromonas* subsequently degrades during the day. 

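Beside maiA, the measured tyrosine degradation genes of *Alteromonas* were hppD, which encodes 4-hydroxyphenylpyruvate dioxygenase, and WP_049587676.1. By day their log2 fold changes were 0.56 (adjusted p = 0.131) and 0.61 (adjusted p = 0.051), so neither passed. At night hppD stood at -0.83 (adjusted p = 0.037), WP_049587676.1 at -0.52 (adjusted p = 0.177) and maiA at 0.17 (adjusted p = 0.75). Night minus day differences of all 3 genes were negative, with interaction adjusted p = 0.097 for hppD and WP_049587676.1 and 0.39 for maiA. At 13 h, the start of darkness, the values were 1.27 for maiA (adjusted p = 0.037), 1.52 for hppD (adjusted p = 0.013) and 1.38 for WP_049587676.1 (adjusted p = 0.011). Without dark-tolerant culture A these were 0.78 (adjusted p = 0.038), 0.87 (adjusted p = 0.111) and 0.92 (adjusted p = 0.029), and without dark-tolerant culture C hppD and WP_049587676.1 passed (adjusted p = 0.0081 for each). With all cultures, no single time point passed the edgeR threshold for these 3 genes, while with DESeq2 hppD and WP_049587676.1 passed at 13 h (adjusted p = 0.0049 and 0.0037). Without dark-tolerant culture A hppD fell at 20 h by 1.31 and at 24 h by 1.29 on the log2 scale (adjusted p = 5.2e-04 and 0.0056), and WP_049587676.1 fell at 0 h by 1.00 and at 24 h by 1.61 (adjusted p = 0.0018 and 2.9e-04) and rose at 8 h by 0.98 (adjusted p = 0.0092), while maiA rose at 8 h without dark-tolerant culture C (1.33, adjusted p = 0.0093). Counts were low, with 15 to 106 reads of hppD per library. Tyrosine synthesis genes of *Prochlorococcus* could not be identified in the table.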

If cross-feeding of tyrosine indeed occurs in this system, this pattern could suggest a delay between the accumulation of tyrosine in *Prochlorococcus* cells and its release to the environment, or a regulatory process in *Alteromonas* that prioritizes different substrates at different times. While amino acids and purines may not typically accumulate to high levels in the environment [49, 50], these compounds may serve as key metabolic intermediates, particularly under nutrient-limited conditions, and their exchange could enhance the survival and metabolic flexibility of both species under extended darkness.

Additionally, Kujawinski *et al*. [47] identified a putative link between cellular stress and amino acid exudation in *Prochlorococcus*, suggesting that stress could play a role in reinforcing putative cross-feeding of amino acids in dark-tolerant co-cultures. This is consistent with observations that under stress many other bacteria, including other cyanobacteria, activate the stringent response pathway, a regulatory mechanism designed to slow down growth and conserve cellular resources [51–53], in some cases specifically to drive an increase in amino acid biosynthesis [54]. Similarly, we observe significant changes in multiple general stress and stringent response genes in dark-tolerant cells compared to parental *Prochlorococcus* cells (Fig. S8, Text S4), including nighttime enrichment of transcripts for the hibernation promoting factor *hpf* (Fig. S8D) in dark-tolerant cells, which binds to ribosomes, reducing ribosomal activity and protein synthesis to conserve energy [52, 55]. Collective observations suggest that the stress from a lack of energy due to extended darkness may trigger the stringent response in *Prochlorococcus*, which then drives an increase in amino acid synthesis, thereby changing the nature of cross-feeding with *Alteromonas*.

## Conclusions

This work suggests that the mechanisms underlying dark tolerance in *Prochlorococcus* co-cultured with *Alteromonas* involve a dynamic interplay of their metabolisms (Fig. 8). The observed changes in gene expression suggest a model in which metabolic adjustments of both partners shape the flow of carbon and energy between the two taxa (Fig. 8). Dark-tolerant *Prochlorococcus* cells showed a loosened coupling between cell division and the light:dark cycle (Fig. 1), a reduction in transcripts involved in photosynthesis and an enrichment of transcripts involved in respiration (Fig. 3), which point at a relative shift from photosynthesis toward respiration throughout the diel light:dark cycle (Fig. 8, yellow arrows). Further, dark-tolerant *Prochlorococcus* showed a lower growth rate and its gene expression patterns indicate a reduction in CO_2_-fixation and ATP synthesis (Figs 3 and 4) and a putative decrease in excretion of pyruvate and possibly polysaccharides in comparison to parental cells, hinting at a more economical use of energy and organic carbon (Fig. 8, red arrows). These physiological (Fig. 1) and metabolic (Figs 3–5) adaptations underscore the multifaceted nature of dark tolerance, which is driven by broad-scale adjustments in multiple regulatory mechanisms (Fig. 2 and Fig. S3).

As shown by our previous studies [7], extended dark survival of *Prochlorococcus* depends on the presence of a heterotroph, such as *Alteromonas*. Conversely, the medium supporting the co-cultures of *Prochlorococcus* and *Alteromonas* lacks supplemented organic carbon sources, and therefore the heterotroph *Alteromonas* is fully dependent on *Prochlorococcus* for its carbon supply. The increased *Alteromonas*:*Prochlorococcus* ratio in dark-tolerant cultures (Fig. 1), the tighter coupling of their population dynamics, and the implied relative shift toward heterotrophic metabolism in *Prochlorococcus* suggest that this metabolic coupling is strengthened compared to parental co-cultures due to an enhanced carbon exchange between the two partners (Fig. 8, blue arrows). Our results hint at the organic carbon compounds that might be involved. The gene expression patterns in *Alteromonas* cells from dark-tolerant co-cultures indicate a reduction in use of respiratory pathways, a decrease in the H^+^/e^—^pumping stoichiometry, and a shift away from using sugars toward more reduced organic acids, likely reflecting changes in the nature of organic carbon supplied by *Prochlorococcus* (Figs 6 and 7). In line with this, the data showed an enrichment of transcripts involved in the biosynthesis of amino acids and purines in dark-tolerant *Prochlorococcus* (Fig. S7) and an enrichment of transcripts for degradation of those same compounds in *Alteromonas* (Fig. S6). We speculate that, in return, the release of some partially processed organic carbon by *Alteromonas* could be a way to maintain its redox balance and, at the same time, provide *Prochlorococcus* with the organic carbon needed to survive extended darkness (Fig. 8, blue arrows). Indeed, we observed a reduction in transcripts for biosynthesis, combined with an increase of transcripts for the degradation and transport, of the compatible solute glucosylglycerate in *Prochlorococcus* (Fig. 5), suggesting that dark-tolerant *Prochlorococcus* cells might be acquiring this organic carbon source from *Alteromonas* (Fig. 8, blue arrows).

The results of this study lead us to suspect that in the wild, *Prochlorococcus* is able to survive prolonged periods in the dark waters of the deep ocean through adaptations that promote mutual exchange of carbon and energy with surrounding microbial cells with complementary metabolisms.

## Supplementary Material

Coe_ISME_supp_final_rev_final_ycae131

## Data Availability

All sequencing data are available through NCBI Gene Expression Omnibus, GEO series accession number GSE264347. Supplemental Table data are available through figshare, doi: 10.6084/m9.figshare.25727190. Data from physiological studies and bacterial strains are available by request from the corresponding authors.

# Supplementary material for: Emergence of metabolic coupling to the heterotroph Alteromonas promotes dark survival in Prochlorococcus
**Source:** ISME Commun. 2024 Oct 29;4(1):ycae131. doi: 10.1093/ismeco/ycae131
**Supplement:** Coe_ISME_supp_final_rev_final_ycae131

Supplemental Information for

Emergence of metabolic coupling to the heterotroph *Alteromonas* promotes dark survival in *Prochlorococcus*

Allison Coe^{1,2*}, Rogier Braakman^{3*}, Steven J. Biller⁴, Aldo Arellano¹, Christina Bliem¹, Nhi N. Vo¹, Konnor von Emster¹, Elaina Thomas¹, Michelle DeMers³, Claudia Steglich⁵, Jef Huisman², and Sallie W. Chisholm^{1,6}

* These authors contributed to this work equally

Correspondence: A.Coe, Department of Civil and Environmental Engineering, Massachusetts Institute of Technology, 77 Massachusetts Avenue, Bldg. 48-411, Cambridge, MA 02139, USA. Email: ; Rogier Braakman, Department of Earth, Atmospheric and Planetary Sciences, Massachusetts Institute of Technology, Cambridge MA, 02139, USA. Email: . S.W. Chisholm, Department of Civil and Environmental Engineering, Massachusetts Institute of Technology, 77 Massachusetts Avenue, Bldg. 48-419, Cambridge, MA 02139, USA. Email: .

Methods

RNA concentration

First pass RNA yields were low, so a technical replicate RNA sample was extracted and then combined and concentrated with the first technical replicate using a re-precipitation method. To the combined RNA, a 10% volume of 2.73M pH 5.2 sodium acetate and 4°C 100% ethanol was added along with 1 µl of glycogen and mixed. The samples were placed into -80°C freezer overnight to allow for precipitation. The following day, the samples were centrifuged for 35 min

at 12,000 $\times$ g and 4°C to collect the precipitate. The supernatant was carefully removed and precipitated RNA was washed twice with 4°C 75% ethanol, spinning for 10 min at 12,000 $\times$ g and 4°C. After the second wash, the remaining ethanol was carefully removed and discarded by pipet and the RNA was left to dry for up to 10 min at room temperature. The RNA was dissolved in 25 μ l 10mM pH 7.0 Tris and stored at -80 °C.

Cell Cycle Periodicity

Clusters of co-expressed genes were identified using the soft R clustering package Mfuzz (1). The optimal number of clusters was chosen based on evaluation of overlap, inertia plot, and cluster dissimilarity plots. Clear separation of gene expression patterns is reflected in the absence of overlap among clusters, which, in turn, indicates a favorable number of clusters. In addition, the selection of the cluster number was guided by inertia plot and cluster dissimilarity. Minimal drops in both signify coherent partitions of gene clusters while minimizing redundancy between clusters.

While the periodicity in this experiment is higher than the 69% reported in a previous study using the same co-culture (2), it is more similar to data found with another *Prochlorococcus* strain, MED4, which showed 94% of genes exhibited periodicity (3). Both of these studies sampled more frequently over the diel and used the CYCLE algorithm, but due to the decreased number of timepoints in our study, we found the algorithms used in previous experiments were not as effective in determining periodicity as using RAIN with this dataset.

Text 1

Transcriptional patterns and periodicity in Prochlorococcus

To obtain an understanding of the metabolic changes associated with the dark-tolerant phenotype, we compared the transcriptomes of parental and dark-tolerant cells using RNA-Seq (Table S3). 

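Between replicate libraries of one line and time point, the mean Pearson correlation of log2 CPM (1 added) over *Prochlorococcus* genes was 0.993 in parental cells, from 0.984 to 0.997 over the 7 time points, and 0.992 in dark-tolerant cells, from 0.989 to 0.995. For *Alteromonas* genes, with far fewer counts, it was 0.863 in parental (0.816 to 0.885) and 0.857 in dark-tolerant co-cultures (0.830 to 0.886). These correlations run across genes, which are not independent replicates. The biological coefficient of variation between replicates estimated by edgeR was 0.12 for *Prochlorococcus* and 0.199 for *Alteromonas*.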

Gene expression patterns among *Prochlorococcus* biological replicates were tightly correlated in both parental and dark-tolerant cells across the diel cycle (Fig. S1 A), which highlights the higher degree of similarity in gene expression patterns among biological replicates. 

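Of the 2082 *Prochlorococcus* genes with a count, 1861 (89.4%, or 89.9% of those tested) were called in at least one of the 7 comparisons of the lines, and 208 tested genes in none. Dark-tolerant cells had 493 genes up and 676 down at 0 h, 237 and 315 at 4 h, 136 and 185 at 8 h, 71 and 140 at 13 h, 515 and 562 at 16 h, 719 and 680 at 20 h, and 667 and 606 at 24 h. Only 7 genes were called at every time point. Of 17 measured Yfr small RNAs, 5 rose and 2 fell at 0 h, none was called by edgeR at 4 h, 1 fell at 8 h, 2 rose at 13 h, 3 rose and 2 fell at 16 h, and 6 rose and 1 fell at 20 h and again at 24 h. The counts at 8 and 13 h changed when single cultures were left out, which also leaves fewer libraries. At 8 h the counts were 192 without parental culture A and 213 and 200 without dark-tolerant culture A or B. At 13 h they were 331, 91 and 115 without parental culture A, B or C, and 132 and 99 without dark-tolerant culture B or C. Fitted alone, the libraries of 8 h gave 16 genes and those of 13 h gave 76, while with one normalization over both genomes the counts were 181 and 336. With total counts as library size 844 genes were called at 4 h.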

The vast majority of *Prochlorococcus* genes (97%) were significantly differentially expressed between the dark-tolerant and parental strains for at least one time point during the diel cycle (Fig. S1 B, Table S2). This is consistent with widespread changes to cell physiology (Fig. 1). 

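The median absolute log2 fold change of *Prochlorococcus* genes was 0.55 at night (SD 0.72 over 4138 gene-by-time values) and 0.25 by day (SD 0.31). At single time points it was 0.51 at 0 h, 0.27 at 4 h, 0.23 at 8 h, 0.20 at 13 h, 0.45 at 16 h, 0.69 at 20 h and 0.68 at 24 h. The averaged difference was larger at night than by day in 1629 genes (78.7%). Among values past the threshold only, the medians were 0.86 at night and 0.59 by day. Small RNA Yfr13 gives an example, with log2 fold changes of 0.18 at 4 h and 0.08 at 8 h that did not pass (adjusted p = 0.71 and 0.84) and rises of 1.05 at 16 h (standard error 0.25, adjusted p = 5.6e-04) and 1.81 at 20 h (standard error 0.28, adjusted p = 4.6e-07). In *Alteromonas* the corresponding medians were 0.27 at night and 0.32 by day.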

More genes showed significant differential expression in the dark-tolerant compared to the parental cells during nighttime than during daytime (median absolute log₂ fold change of 0.75 $\pm$ 0.7 at night vs 0.47 $\pm$ 0.36 in the day; Fig. S1 C), suggesting a greater impact on cellular metabolism and regulation during periods of darkness.

Because the coupling of the cell cycle with the light:dark cycle was relaxed in the dark-tolerant cells compared to the parental cells (Fig. 1), we expected to see a similar decoupling effect in the diel gene expression patterns. To our surprise, we found that 94% of the *Prochlorococcus* transcriptome was expressed with significant periodicity in both the parental and dark-tolerant cells (Table S2). 

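A 24 h rhythm, tested in edgeR with a cosine and a sine term at an adjusted p under 0.1, was found in 1892 of 2065 *Prochlorococcus* genes (91.6%) in parental cells and in 1925 of 2065 (93.2%) in dark-tolerant cells. Both lines passed for 1784 of the 2063 genes tested in each (86.5%), and 107 genes passed in parental cells alone, 139 in dark-tolerant cells alone and 33 in neither. Small RNAs Yfr1, Yfr2_1, Yfr13, Yfr23, Yfr107 and Yfr108, both Yfr103 copies and atpT were periodic in both lines. Yfr2_2 and Yfr2_4 passed in parental cells (both adjusted p = 0.030) and not in dark-tolerant cells (adjusted p = 0.19 and 0.99), though their rhythms were not shown to differ between the lines (adjusted p = 0.064 and 0.16). In simulated data the test recovered 98 of 100 genes with a log2 amplitude of 0.5 when all peaked together, with unchanged genes making up 18.9% of its calls, and 96 of 100 with 11.4% when peaks were spread over the day, a design added after the first outcome had been seen.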

However, while dark-tolerant gene expression patterns remained periodic overall, only 31% of genes were expressed with the same periodicity pattern as seen in the

parental cells (Table S2), likely attributed to changes in gene expression observed during the night (Fig. S1 C). These data suggest that differential diel regulation of gene expression timing and/or amplitude likely contribute to the profound impact that dark adaptation has on overall gene expression.

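Rhythms differed between the lines in 928 of 2069 *Prochlorococcus* genes (44.9%, edgeR test of both rhythm terms at an adjusted p under 0.01). In the fitted 24 h curve Yfr107 peaked at 12.9 h in parental and at 17.4 h in dark-tolerant cells (adjusted p = 2.3e-04), Yfr13 at 11.6 and 16.7 h (adjusted p = 6.6e-04) and Yfr1 at 2.97 and 6.44 h (adjusted p = 0.0073). These are peaks of the fit and not the sampled time with the highest level. Counts of Yfr107, for example, were highest at 13 h in both lines. The p-values test timing and amplitude together. Amplitude shrank in other small RNAs, with log2 values of 1.74 in parental and 0.66 in dark-tolerant cells for Yfr2_1 (adjusted p = 2.4e-04) and of 3.88 and 2.33 for Yfr23 (adjusted p = 3.7e-05). Across the genes periodic in both lines, the median log2 amplitude was 0.87 in parental and 0.76 in dark-tolerant cells, and 1187 genes (66.5%) had the smaller amplitude in dark-tolerant cells. Fitted peaks came later in dark-tolerant cells by a median of 0.91 h, and those of 14.6% of these genes shifted by more than 4 h. In fuzzy clustering of both lines' profiles into 15 clusters, 623 genes (30.1%) fell into one cluster in both lines. The correlation between a gene's profiles over the 7 time points in each line had a median of 0.78 and was negative for 90 genes. From periodicity that was kept while patterns changed, the paper proposes that altered timing or amplitude of diel expression, or both, probably contribute to the broad effect of dark adaptation on expression.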

Text 2

Genes related to photosynthesis and ATP synthesis in Prochlorococcus

As we observed reduced entrainment to the light:dark cycle in dark-tolerant *Prochlorococcus*, we wondered how cellular metabolism and energy production were affected by these changes. To examine this, we explored the response to genes involved in the electron transport chain. We observed a decrease in transcripts for photosynthesis and ATP synthase coupled with an increase in transcripts involved in respiration in dark-tolerant cells relative to parental cells (Fig. 3). Additionally, genes encoding prochlorophyte chlorophyll-binding proteins (Pcb), which bind divinyl chlorophylls *a* and *b* and are part of the light harvesting complex in *Prochlorococcus* (4,5), showed similar patterns as the genes involved in photosynthetic electron transport. In fact, transcripts for all 7 *pcb* genes identified in NATL2A were depleted in dark-tolerant relative to parental cells (Fig. S2), which is consistent with the shift away from photosynthesis (Figs. 1 and 3). Similarly, expression of cytochrome M (*cytM*), a gene thought to play a role in regulating photosynthetic capacity under mixotrophic conditions in *Synechocystis* (6,7), was depleted in dark-tolerant relative to parental culture (Fig. S2). These data hint at a metabolic shift from photosynthesis to respiration.

Transcripts for Atp Θ , a small protein encoded by the gene *atpT* in cyanobacteria responsible for preventing the reverse reaction (hydrolysis) of ATP synthase during low-energy conditions (i.e. night or extended darkness) (8), were significantly enriched in dark-tolerant cells relative to parental cells during the night (Fig. S2). 

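Transcripts of atpT rose at night in dark-tolerant cells with a log2 fold change of 2.30 (standard error 0.19, adjusted p = 6.9e-13 from edgeR). Levels went from 366 ± 58 CPM in parental to 1532 ± 454 in dark-tolerant cells at 16 h (SD, n = 3) and from 141 ± 16.9 to 820 ± 212 at 20 h. By day the value was -0.59 (standard error 0.27, adjusted p = 0.077), and the night minus day difference of 2.90 passed (adjusted p = 2.6e-09). The gene also rose at 0 h by 0.83 (adjusted p = 0.0070) and at 24 h by 2.88 (adjusted p = 1.5e-10), while its values of -0.96 at 8 h and 0.94 at 13 h did not pass with edgeR (adjusted p = 0.013 and 0.010), though they did with DESeq2 (adjusted p = 0.0031 and 0.0037). Its fitted 24 h rhythm had a log2 amplitude of 1.86 in parental and 3.35 in dark-tolerant cells, with peaks of the fitted curve at 16.5 and 18.0 h (adjusted p of the difference 0.0044).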

We hypothesize that dark-tolerant cells, characterized by reduced ATP synthesis (Fig. 3), increase *atpT* expression during the night aiming to safeguard against ATP loss in anticipation of prolonged darkness.

Text 3

Regulatory genes in Prochlorococcus

We wanted to explore potential gene expression mechanisms behind the decrease in photosynthesis and increase organic carbon use in dark-tolerant *Prochlorococcus* (Fig. 3 and 4). To examine this, we investigated regulatory genes including transcription factors, sigma factors, and small RNAs (sRNAs). We observed significant differences in nearly all regulatory genes in dark-tolerant cells compared to parental cells (Fig. S3), suggesting profound alterations in the regulatory landscape of these cells in response to dark adaptation. Notably, we found significant changes in 18 of the 19 putative transcription factors (9,10) in dark-tolerant cells relative to the parental cells (Fig. S3). Specifically, transcripts for ribonucleotide reductase, *nrdR*, and ferric uptake regulator, *fur*, transcription repressors that regulate ribonucleotide reductase and metabolism, respectively, were enriched in dark-tolerant cells relative to parental cells during the night (Fig. S3). Overexpression of *nrdR* causes reduced bacterial growth, fitness, and adherence

characteristics in *E.coli* (11), which could explain the reduced growth rates observed in dark-tolerant cells (Fig. 1). Next, we found that transcripts for 4 of the 5 five sigma factors found in *Prochlorococcus* NATL2A (9) were enriched in dark-tolerant cells relative to the parental cells during the night (Fig. S3). All four of these genes are considered group I sigma factors, which transcribe housekeeping and basic cellular function genes and are thought to be essential for cell viability.

Finally, we examined small RNAs (sRNAs), for which most have unknown functions, but are important for transcriptional and post-transcriptional regulation of gene expression in *Prochlorococcus* (12,13). These sRNAs are particularly relevant under conditions of environmental stresses, such as light adaptation, nutrient limitation, and phage infection (14,15), and may be essential for adaptive physiological and metabolic adaptations (16,17). Although our libraries were not specifically prepared for enrichment of sRNAs, we identified reads mapping to Yfr genes, which are relatively long sRNA sequences. Transcripts for 15 of the 18 Yfr genes were significantly differentially abundant at one or more time points, with Yfr1, Yfr2, Yfr13, Yfr23, Yfr103, Yfr107, and Yfr108 showing more pronounced changes in dark-tolerant cultures relative to parental cultures (Fig. S3, Table S2). 

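At night 6 of 17 measured Yfr small RNAs rose in dark-tolerant cells, 1 fell and 10 did not pass the edgeR test (5 and 1 when adjusted over the list alone). By day none rose and 1 fell, also when adjusted over the list alone. Besides Yfr103, the night rises included Yfr107 at a log2 fold change of 1.79 (standard error 0.18, adjusted p = 4.1e-11), Yfr13 at 1.43 (standard error 0.19, adjusted p = 2.2e-08) and Yfr23 at 0.63 (standard error 0.19, adjusted p = 0.0027). Their day values were 0.68, 0.13 and 0.50 and did not pass. The night minus day difference passed for Yfr107 (1.11, adjusted p = 0.0044) and Yfr13 (1.30, adjusted p = 1.4e-04) but not for Yfr23 (0.13, adjusted p = 0.66). Yfr108 stood at -0.18 at night (adjusted p = 0.108) and at 0.23 by day, since it fell at 16 h by 0.99 on the log2 scale (adjusted p = 5.6e-08) and rose at 20 h by 0.64 (adjusted p = 3.6e-04). Of the 18 Yfr genes in the table, 17 had enough counts to be tested and 9 of them were called at one or more time points. With TMM scaling the Yfr genes as a list did not pass against other genes at night (camera adjusted p = 0.338, or adjusted p = 0.545 with an estimated correlation), by day (0.958, or 0.973) or in the difference (0.266, or 0.480). The list did pass at night with one normalization over both genomes and by day with total counts as library size. Yfr23 was not called at night without parental culture B (adjusted p = 0.0181), without dark-tolerant culture A (adjusted p = 0.0118) or with one normalization over both genomes (0.20, adjusted p = 0.353), and it stood at -0.49 at 16 h alone. With 24 h included in the night the value of Yfr108 was 0.32. Under the joint normalization 4 Yfr small RNAs rose and 6 fell at night, and with total counts as library size 3 rose and none fell by day.

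**Figure D3:**
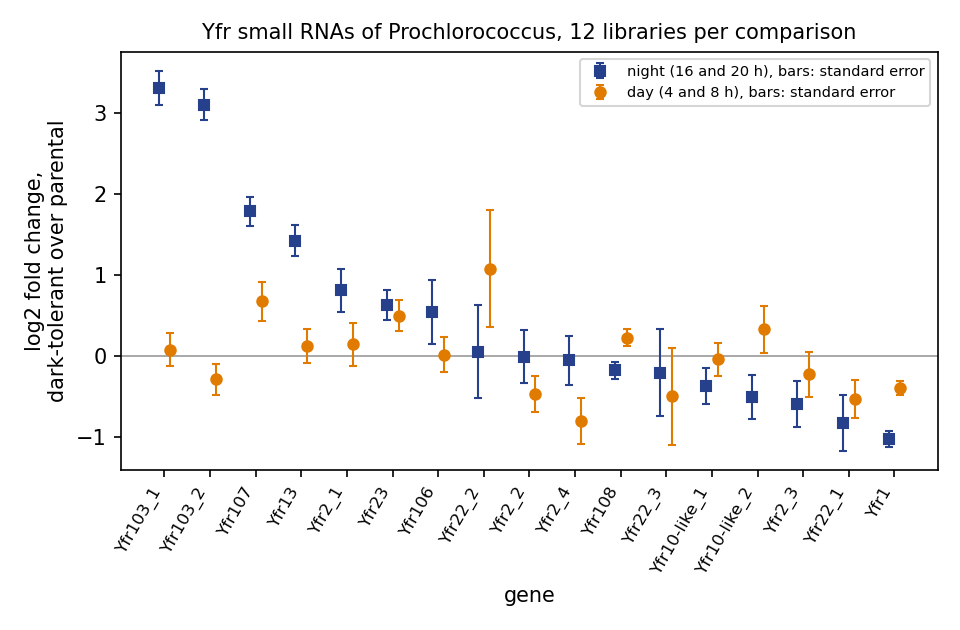
Log2 fold change (vertical axis, dark-tolerant over parental) of 17 Yfr small RNAs (horizontal axis) at night (squares, 16 and 20 h) and by day (circles, 4 and 8 h), with standard errors as bars. Night values run from 3.31 for Yfr103_1 to -1.02 for Yfr1, and the standing of Yfr23 and Yfr108 above or below 0 changes with the hours counted as night, as does the number of values above 0 with the scaling (8 of 17 at night with TMM, 12 with total counts and 7 with one normalization over both genomes).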

Lambrecht et al (2019) examined the function of Yfr1 and Yfr2 in *Prochlorococcus* MED4 and found that these motifs are complementary to each other, suggesting an interdependence in their regulatory network and discovered these genes have hundreds of mRNA targets belonging to functional classes such as translation, transcription, and DNA replication (i.e. repair for Yfr1 and photosynthesis, respiration, and regulatory functions for Yfr2). In our study, Yfr1 exhibits ~2x reduction in expression during the night in dark-tolerant cells compared to parental cells (Fig. S3) and conversely, in one of the four copies of Yfr2, the opposite trend is observed (Fig. S3), aligning with findings in Lambrecht et al, 2019. 

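The small RNA Yfr1 fell at night by 1.02 on the log2 scale in dark-tolerant cells (standard error 0.10, adjusted p = 9.3e-12 from edgeR). The fall was by 1.57 at 20 h and by 1.63 at 24 h, and smaller at 16 h, so the night value rests mostly on 20 h. It also fell by day, by 0.39 (standard error 0.09, adjusted p = 6.5e-04), and the night minus day difference of -0.63 passed (adjusted p = 6.6e-05). Of the 4 copies of Yfr2, Yfr2_1 rose at night by 0.81 (standard error 0.27, adjusted p = 0.0066) and at 0 h by 2.19 (adjusted p = 2.5e-04), and its night minus day difference of 0.67 did not pass (adjusted p = 0.117). The night values of Yfr2_2, Yfr2_3 and Yfr2_4 were -0.00, -0.59 and -0.05 and none passed. The Yfr2 copies may share reads, so the values of single copies are uncertain. Counts of Yfr2_1 were low: at 0 h each parental library had 3, and the dark-tolerant libraries had 11, 11 and 25. The night call of Yfr2_1 was lost without parental culture B or C or dark-tolerant culture A or C (adjusted p from 0.0241 to 0.0440) and with one normalization over both genomes (0.37, adjusted p = 0.245). The day call of Yfr1 was lost without dark-tolerant culture B (adjusted p = 0.0139) and with total counts as library size (-0.01, adjusted p = 0.90).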

Finally, we found that transcripts for two copies of sRNA Yfr103 were more abundantly expressed in dark-tolerant cells than the parental cells during the night (Fig. S3). 

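Both copies of Yfr103 rose steeply at night in dark-tolerant cells. Yfr103_1 had a log2 fold change of 3.31 (standard error 0.21, adjusted p = 6.7e-16 from edgeR) and Yfr103_2 of 3.11 (standard error 0.20, adjusted p = 4.1e-16). By day their values were 0.08 and -0.29 and did not pass (adjusted p = 0.78 and 0.24), and the night minus day differences were 3.23 (adjusted p = 9.7e-12) and 3.39 (adjusted p = 5.0e-13). Together the copies took 15.2% ± 3.38 of *Prochlorococcus* counts at 16 h in dark-tolerant cells (SD, n = 3), against 1.57% ± 0.05 in parental cells, and 17.5% ± 3.17 against 1.31% ± 0.19 at 20 h. At 24 h the shares were 28.9% ± 8.79 and 6.10% ± 0.52, and at 0 h 13.4% ± 2.05 and 4.99% ± 0.41. In the light they were small in both lines, 0.0217% ± 0.0013 and 0.0159% ± 0.0020 at 4 h. At each time point other than 8 h every dark-tolerant library had a higher share than every parental library. The copies may share reads, and a shared read is counted for each copy. The split between them is therefore uncertain, and the summed shares can be too high. At 24 h Yfr103_1 alone took 15.0% and Yfr103_2 alone 13.9% in dark-tolerant cells, against 2.65% and 3.45% in parental cells.

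**Figure D4:**
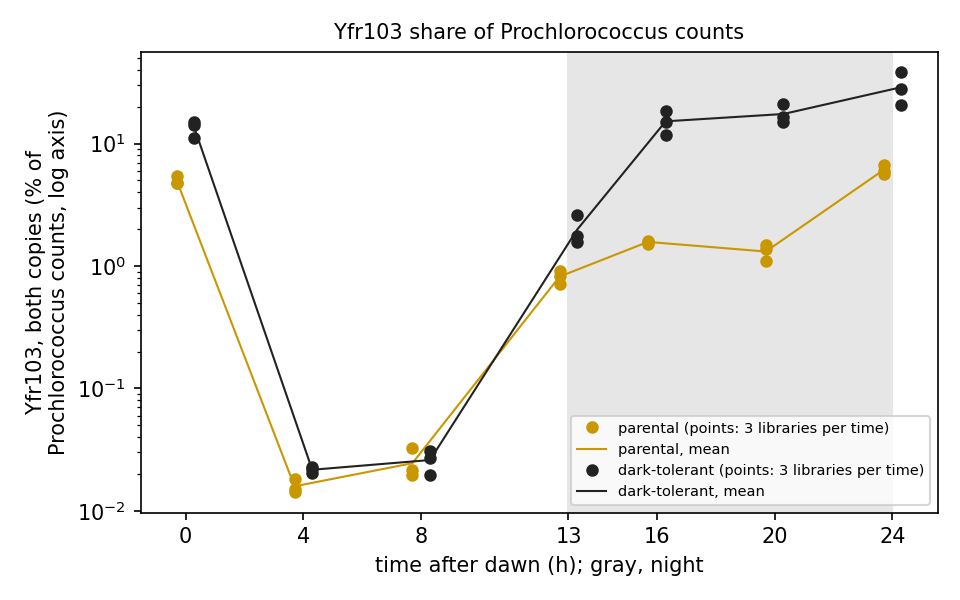
Share of *Prochlorococcus* counts taken by both Yfr103 copies (vertical log axis, percent) over the diel cycle (horizontal axis, h, night in gray) in parental and dark-tolerant cells, with a point per library and lines through the means of 3. Dark-tolerant cells reach a mean of 28.9% at 24 h, and no library exceeds 0.0323% at 4 or 8 h. A read shared by the copies enters the sum for each of them, so the shares can be too high.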

Yfr103 has been implicated in the response to fluctuating light, temperature, and darkness in both laboratory and natural *Prochlorococcus* populations (18,19), and is the most abundant sRNA in the ocean (20,21). When combined with our data this suggests that Yfr103 has an important regulatory function in *Prochlorococcus*, possibly in dark-adaptation.

Data presented here suggests that multiple overlapping regulatory mechanisms influence dark adaptation. While it is not entirely clear why the expression of most of these proteins changes only during the night in dark-tolerant cells, it is possible the cells could be optimizing metabolic processes in order to allocate resources efficiently to ensure survival in the absence of light or “priming” metabolic processes in anticipation of returning to the light after prolonged darkness.

Text 4

Genes related to general stress response in Prochlorococcus

Physiology and metabolic data suggest dark-tolerant *Prochlorococcus* cells had a slower growth rate (Fig. 1), underwent metabolic shifts involving less photosynthesis (Fig. 3), and enhanced amino acid synthesis (Fig. S7). As Kujawinski et al (2023) found a possible relationship between stress and amino acid exudation, we wondered whether these cells were stressed. To examine

this, we explored changes to general stress response and stringent response pathway genes. Shifts in general stress response genes such as *clpB*, *dnaJ*, *groES* were evident in the transcriptomes of dark-tolerant cells (Fig. S8). Transcripts for *groES* and *dnaJ*, both of which are involved in protein folding and preventing misfolding (22), were depleted at almost every time point in dark-tolerant cells, with the exception of three time points where transcripts for *groES* were enriched (Fig. S8). As protein folding is a high-energy function requiring ATP and dark-tolerant *Prochlorococcus* cells are possibly making less ATP (Fig. 3), these data indicate a general disruption to or a shift away from allocating resources towards protein folding. Transcripts for *clpB*, which is involved in disaggregation of proteins (23), were depleted near sunset and enriched during the night in dark-tolerant cells compared to parental cells (Fig. S8). This hints at possible increased protein aggregation either during the regular night period or in anticipation of prolonged darkness. Combined, these data suggest a shift in how dark-tolerant *Prochlorococcus* cells maintain protein homeostasis.

Another regulatory system bacteria can utilize in response to stressful conditions (i.e nutrient or energy limitation) is the stringent response pathway (24). In an earlier study examining *Prochlorococcus*' response to extended darkness, we found that only 16 out of the 42 stringent response genes (homologous to those found in *Synechococcus elongatus* PCC7942) were differentially expressed (2). As results from the previous study examined an immediate or "shock" response to extended darkness, it made us wonder how the "long-term" adaptation in this study would change expression patterns in this pathway. Notably, 41 out of 42 stringent response genes were significantly differentially expressed at at least one time point in dark-tolerant relative to parental cells (Supplemental Table 3). Additionally, 21 out of the 42 stringent response genes were differentially expressed at all night time points in dark-tolerant cells relative to parental. Specifically, we observed nighttime enrichment of transcripts for *spoT* (Fig. S8E), which synthesizes guanosine tetraphosphate or pentaphosphate ((p)ppGpp) (25), are also enriched in dark-tolerant *Prochlorococcus*. When subjected to darkness, freshwater *Synechococcus elongatus* accumulates (p)ppGpp, resulting in reduced cell growth, translation, and potentially decreased pigment production (26). These data and previous findings suggest the stringent response could be important in *Prochlorococcus*' dark survival by slowing down growth (Fig. 1), reducing photosynthetic activity (Fig. 1 and 3), and maintaining translational machinery, which, in turn, could lead to the observed increase in expression of amino acid biosynthesis genes (Fig. S7).

References

1. Kumar L, E Futschik M. Mfuzz: a software package for soft clustering of microarray data. *Bioinformatics*. 2007;2(1):5–7.
2. Biller SJ, Coe A, Roggensack SE, Chisholm SW. Heterotroph Interactions Alter *Prochlorococcus* Transcriptome Dynamics during Extended Periods of Darkness. *mSystems*. 2018;3(3):e00040-18.
3. Zinser ER, Lindell D, Johnson ZI, Futschik ME, Steglich C, Coleman ML, et al. Choreography of the transcriptome, photophysiology, and cell cycle of a minimal photoautotroph, *Prochlorococcus*. *PLoS ONE*. 2009;4(4):e5135.

4. Bibby TS, Mary I, Nield J, Partensky F, Barber J. Low-light-adapted *Prochlorococcus* species possess specific antennae for each photosystem. *Nature*. 2003;424(6952):1051–4.
5. Garczarek L, Dufresne A, Rousvoal S, West NJ, Mazard S, Marie D, et al. High vertical and low horizontal diversity of *Prochlorococcus* ecotypes in the Mediterranean Sea in summer. *FEMS Microbiol Ecol*. 2007;60(2):189–206.
6. Solymosi D, Nikkanen L, Muth-Pawlak D, Fitzpatrick D, Vasudevan R, Howe CJ, et al. Cytochrome cM Decreases Photosynthesis under Photomixotrophy in *Synechocystis* sp. PCC 68031 [CC-BY]. *Plant Physiology*. 2020;183(2):700–16.
7. Hiraide Y, Oshima K, Fujisawa T, Uesaka K, Hirose Y, Tsujimoto R, et al. Loss of cytochrome cM stimulates cyanobacterial heterotrophic growth in the dark. *Plant Cell Physiol*. 2015;56(2):334–45.
8. Song K, Hagemann M, Georg J, Maaß S, Becher D, Hess WR. Expression of the Cyanobacterial FoF1 ATP Synthase Regulator Atp Θ Depends on Small DNA-Binding Proteins and Differential mRNA Stability. *Microbiol Spectr*. 2022 Apr 21;10(3):e02562-21.
9. Kielbasa SM, Herzel H, Axmann IM. Regulatory elements of marine cyanobacteria. *Genome Inform*. 2007;18:1–11.
10. Lambrecht SJ, Steglich C, Hess WR. A minimum set of regulators to thrive in the ocean. *FEMS Microbiology Reviews*. 2020;44(2):232–52.
11. Naveen V, Hsiao CD. NrdR Transcription Regulation: Global Proteome Analysis and Its Role in *Escherichia coli* Viability and Virulence. *PLoS ONE*. 2016;11(6):e0157165.
12. Steglich C, Lindell D, Futschik M, Rector T, Steen R, Chisholm SW. Short RNA half-lives in the slow-growing marine cyanobacterium *Prochlorococcus*. *Genome Biol*. 2010;11(5):R54.
13. Raghavan R, Groisman E, Ochman H. Genome-wide detection of novel regulatory RNAs in *E. coli*. *Genome Res*. 2011;21(9):1487–97.
14. Steglich C, Futschik ME, Lindell D, Voss B, Chisholm SW, Hess WR. The challenge of regulation in a minimal photoautotroph: non-coding RNAs in *Prochlorococcus*. *PLoS Genet*. 2008;4(8):e1000173.
15. Lambrecht SJ, Kanesaki Y, Fuss J, Huettel B, Reinhardt R, Steglich C. Interplay and Targetome of the Two Conserved Cyanobacterial sRNAs Yfr1 and Yfr2 in *Prochlorococcus* MED4. *Scientific Reports*. 2019;9(1):14331.
16. De Porcellinis A, Frigaard NU, Sakuragi Y. Determination of the Glycogen Content in Cyanobacteria. *J Vis Exp*. 2017;(125):56068.

17. Breaker RR, Harris KA, Lyon SE, Wencker FDR, Fernando CM. Evidence that OLE RNA is a component of a major stress-responsive ribonucleoprotein particle in extremophilic bacteria. *Molecular Microbiology*. 2023;120(3):324–40.
18. Voigt K, Sharma CM, Mitschke J, Joke Lambrecht S, Voß B, Hess WR, et al. Comparative transcriptomics of two environmentally relevant cyanobacteria reveals unexpected transcriptome diversity. *ISME J*. 2014;8(10):2056–68.
19. Miller D, Pfreundt U, Hou S, Lott S, Hess W, Berman-Frank I. Winter mixing impacts gene expression in marine microbial populations in the Gulf of Aqaba. *Aquat Microb Ecol*. 2017;80(3):223–42.
20. Pfreundt U, Spungin D, Bonnet S, Berman-Frank I, Hess WR. Global analysis of gene expression dynamics within the marine microbial community during the VAHINE mesocosm experiment in the southwest Pacific. *Biogeosciences*. 2016;13(14):4135–49.
21. Hou S, Pfreundt U, Miller D, Berman-Frank I, Hess WR. mdRNA-Seq analysis of marine microbial communities from the northern Red Sea. *Sci Rep*. 2016;6:35470.
22. Susin MF, Baldini RL, Gueiros-Filho F, Gomes SL. GroES/GroEL and DnaK/DnaJ Have Distinct Roles in Stress Responses and during Cell Cycle Progression in *Caulobacter crescentus*. *J Bacteriol*. 2006;188(23):8044–53.
23. Alam A, Bröms JE, Kumar R, Sjöstedt A. The Role of ClpB in Bacterial Stress Responses and Virulence. *Front Mol Biosci*. 2021;8.
24. Cashel M, Gallant J. Two compounds implicated in the function of the RC gene of *Escherichia coli*. *Nature*. 1969;221(5183):838–41.
25. Ronneau S, Hallez R. Make and break the alarmone: regulation of (p)ppGpp synthetase/hydrolase enzymes in bacteria. *FEMS Microbiol Rev*. 2019;43(4):389–400.
26. Hood RD, Higgins SA, Flamholz A, Nichols RJ, Savage DF. The stringent response regulates adaptation to darkness in the cyanobacterium *Synechococcus elongatus*. *PNAS*. 2016;113(33):E4867–76.

Supplemental Table 1. RNA-seq statistics for both *Prochlorococcus* and *Alteromonas*. Total library size, reads mapped to either *Prochlorococcus* NATL2A or *Alteromonas macleodii* MIT1002 genomes, and transcripts that are aligned to each ORF (sense orientation).

Supplemental Table 2. Significantly differentially abundant *Prochlorococcus* transcripts. Values represent log2 fold change for every time point. Statistically significantly differential transcript abundances are designated by “****” ($p < 0.01$).

Supplemental Table 3. Gene periodicity patterns in *Prochlorococcus* cells. Based on the periodicity pattern, genes in parental and dark-tolerant cells were clustered into 15 clusters. If a gene in both parental and dark-tolerant cells was found in the same cluster, the pattern was marked “true”, and if not, as “false”.

Supplemental Table 4. Significantly differentially abundant *Alteromonas* transcripts. Values represent log2 fold change for every time point. Statistically significantly differential transcript abundances are designated by “****” ($p < 0.01$).

Supplemental Table 5. Differential abundance of *Alteromonas* transcripts involved in diverse substrate catabolism. Values represent log2 fold change for every time point. Statistically significantly differential transcript abundances are designated by “****” ($p < 0.01$).

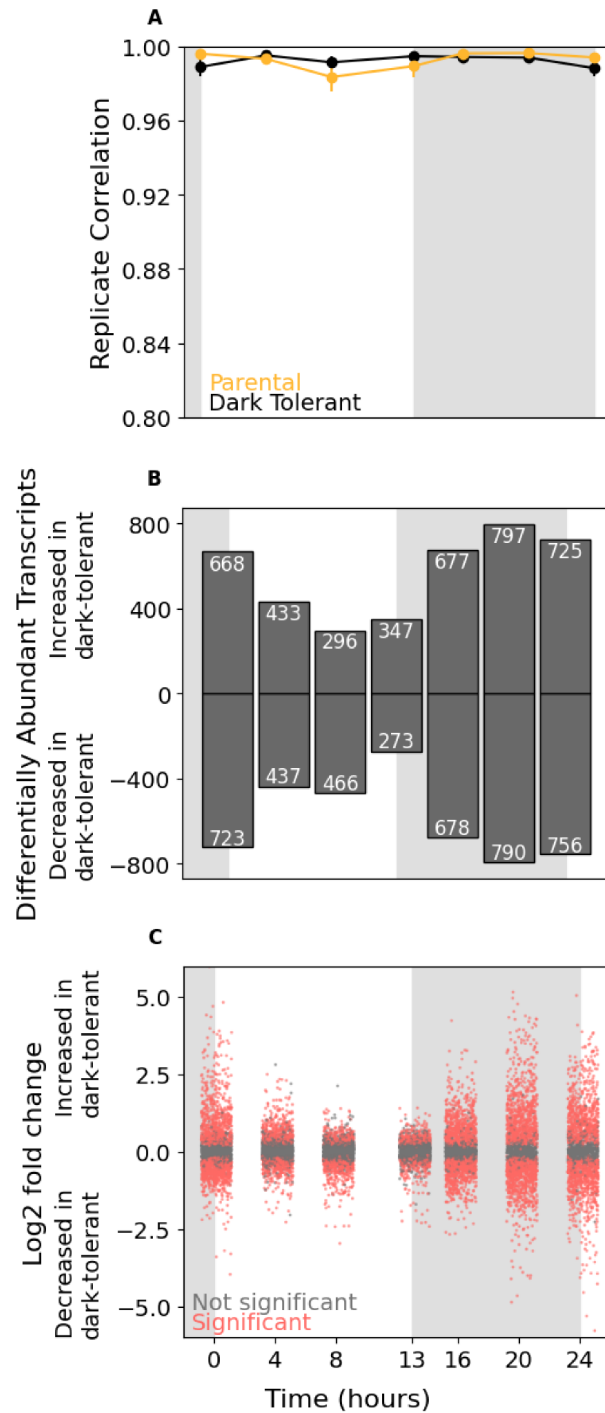

Supplemental Figure 1. *Prochlorococcus* transcriptome changes in dark-tolerant relative to parental cultures. *Prochlorococcus* NATL2A parental (gold) and dark-tolerant (black) replicate correlation (A), differentially abundant transcripts (white text) represented above (enriched) or below (depleted) the center black line (B), and log2 fold change of significant (red) and not significant transcripts (gray, C) of dark-tolerant relative to parental cells over a 24 h period while growing in 13:11 light:dark conditions. The gray shaded area indicates a standard 11 h night period.

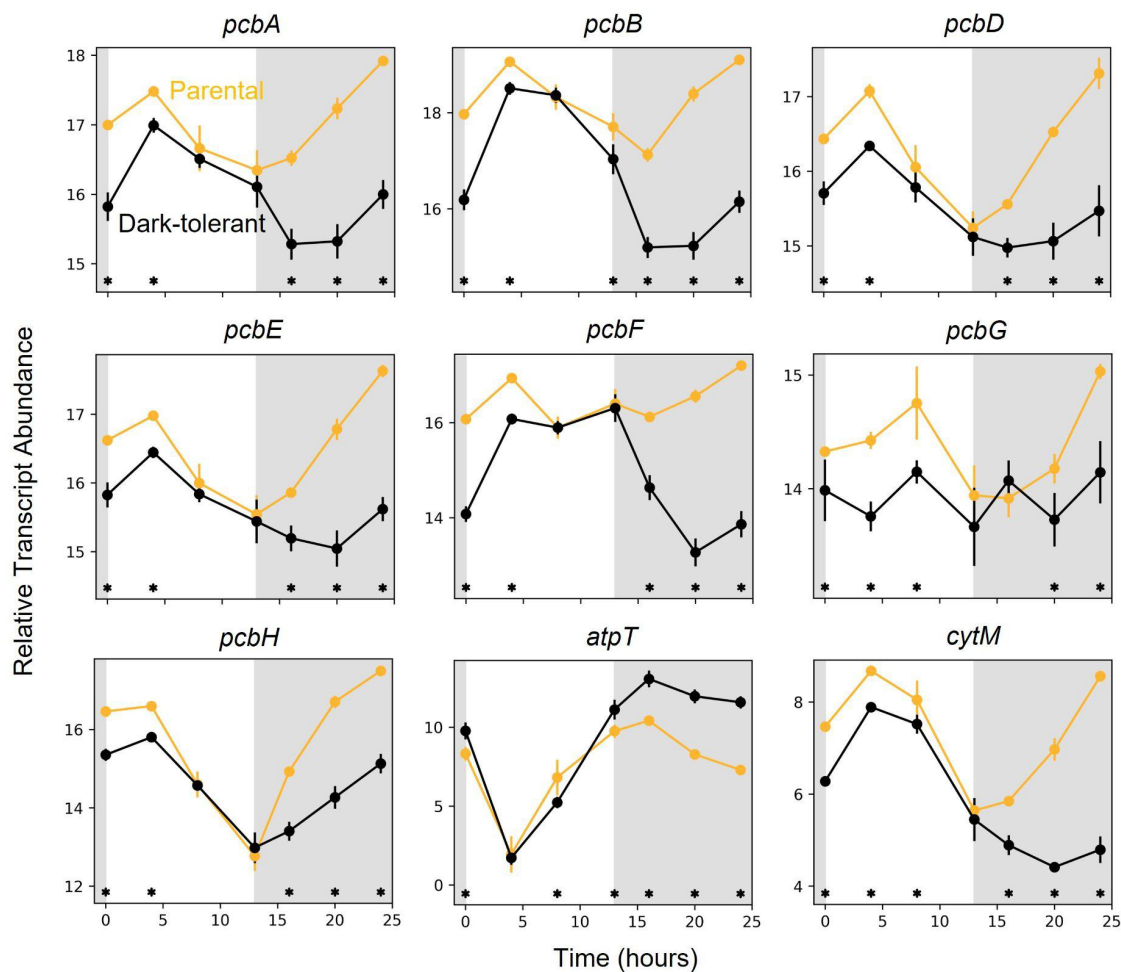

Supplemental Figure 2. Relative transcript abundance for genes related to photosynthesis and ATP synthesis in *Prochlorococcus* NATL2A parental (gold) and dark-tolerant cells (black) over a 13 h day (white) and 11 h night (gray) cycle. Asterisks (*) indicate significant log2 fold differences in gene expression between the dark-tolerant and parental phenotype at the indicated time point ($p < 0.01$).

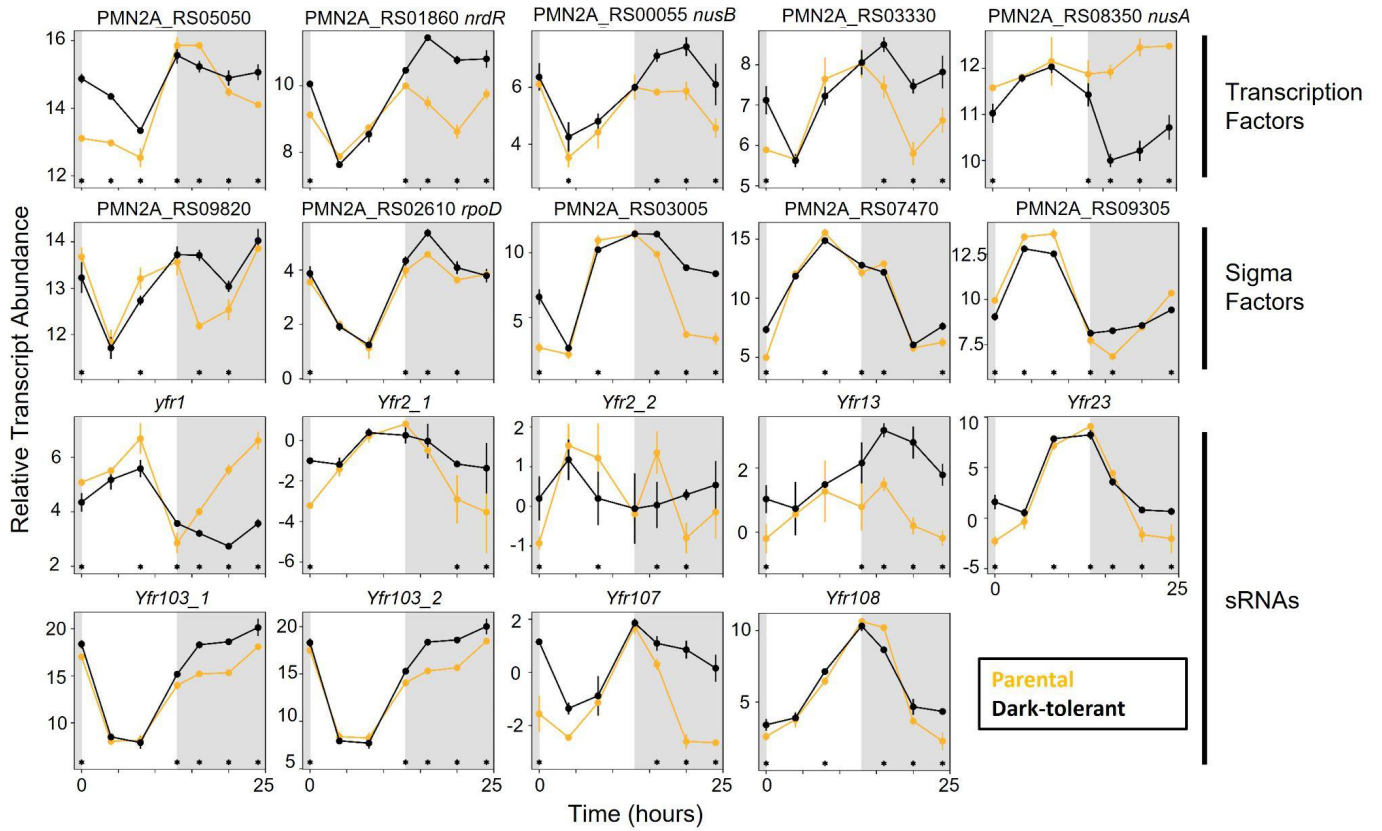

Supplemental Figure 3. *Prochlorococcus* regulatory protein expression patterns. Relative transcript abundance of regulatory genes, including transcription factors (A-E), sigma factors (F-J), and small RNAs (sRNAs) (K-S) in parental (gold) and dark-tolerant phenotype (black) *Prochlorococcus* NATL2A shown over a 13 h day (white) and 11 h night (gray) cycle. Asterisks (*) indicate significant $\log_2$ fold differences in gene expression between the dark-tolerant and parental phenotype at the indicated time point ($p < 0.01$). Only a select number of regulatory genes are shown, for all refer to Table S2.

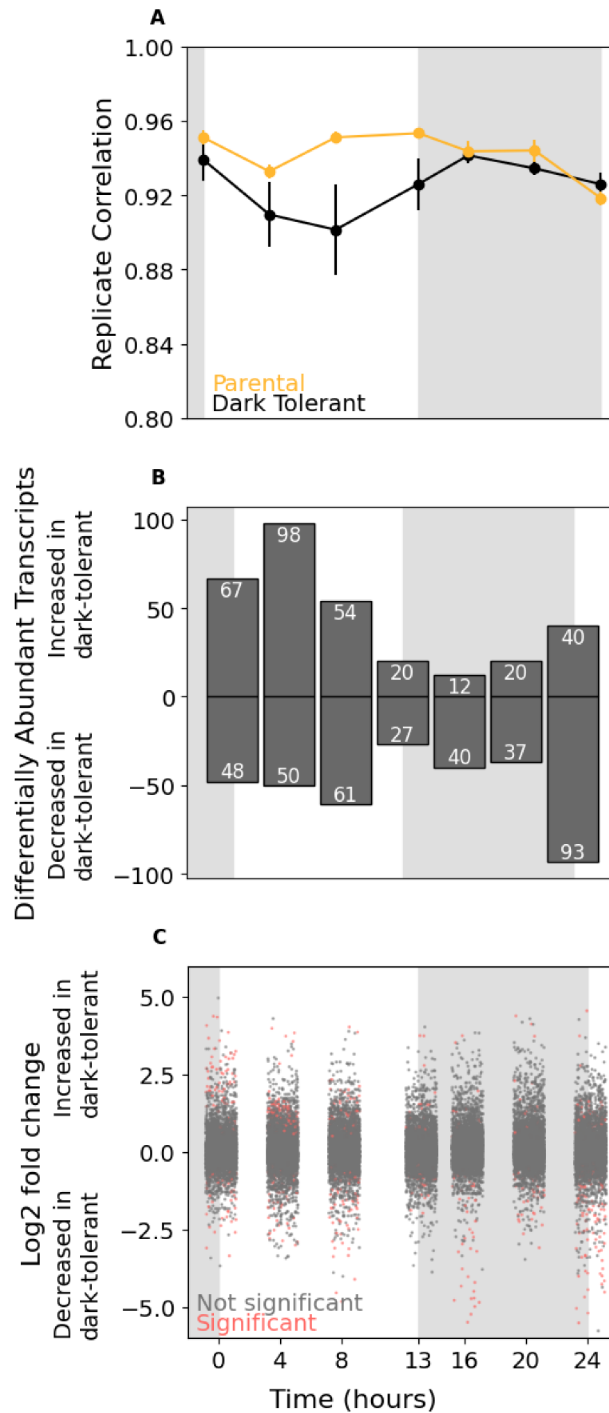

Supplemental Figure 4. *Alteromonas* transcriptome changes as a in dark-tolerant relative to parental cultures. *Alteromonas* MIT1002 replicate correlation of dark-tolerant (black) relative to parental cells (gold, no extended darkness) (A), Log2 fold change of significant (red) and not significant transcripts (gray, C), and differentially abundant transcripts (white text) represented above (enriched) or below (depleted) the center black line (B) over a 24 h period while growing in 13:11 h light:dark conditions. The gray shaded area indicates a standard 11 h night period.

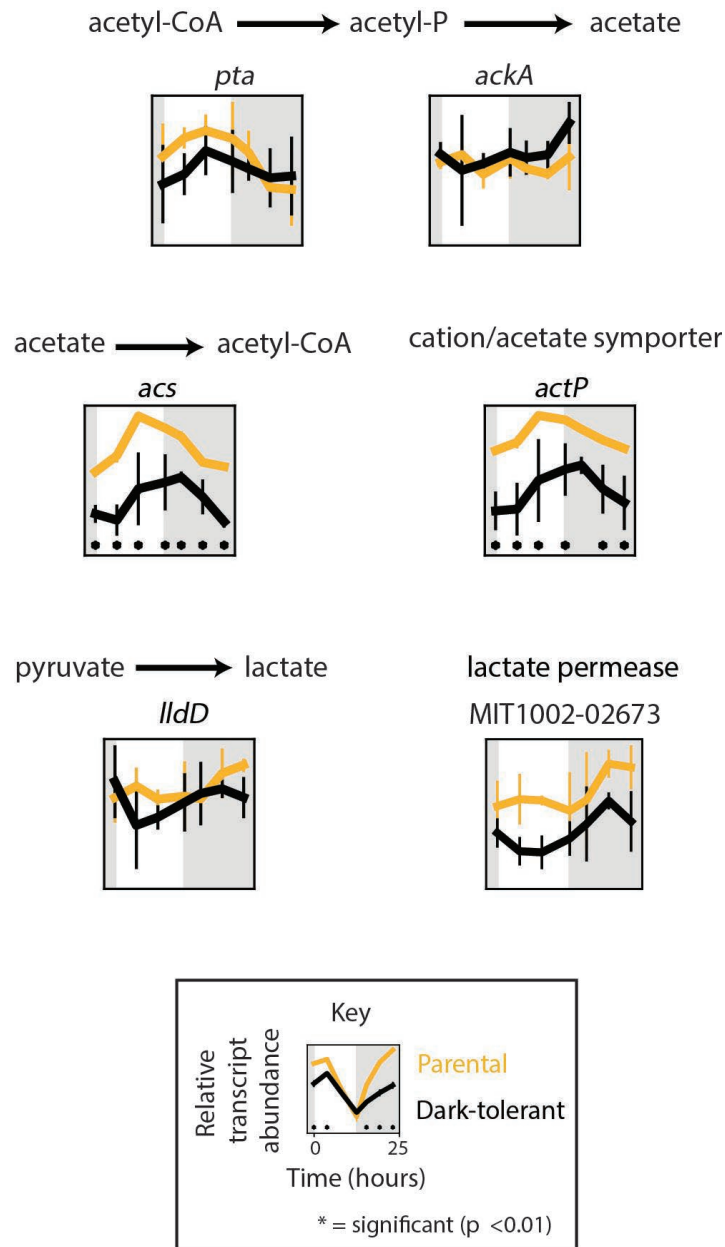

Supplemental Figure 5. Pathways associated with fermentation in *Alteromonas*. Acetate synthesis, acetyl-CoA synthesis, lactate synthesis, and lactate transport. Relative transcript abundance of parental (gold) and dark-tolerant phenotype (black) *Alteromonas* in co-culture with *Prochlorococcus* NATL2A shown over a 13 h day (white) and 11 h night (gray) cycle. Asterisks (*) indicate significant log₂ fold differences in gene expression between the dark-tolerant and parental phenotype at the indicated time point (p < 0.01).

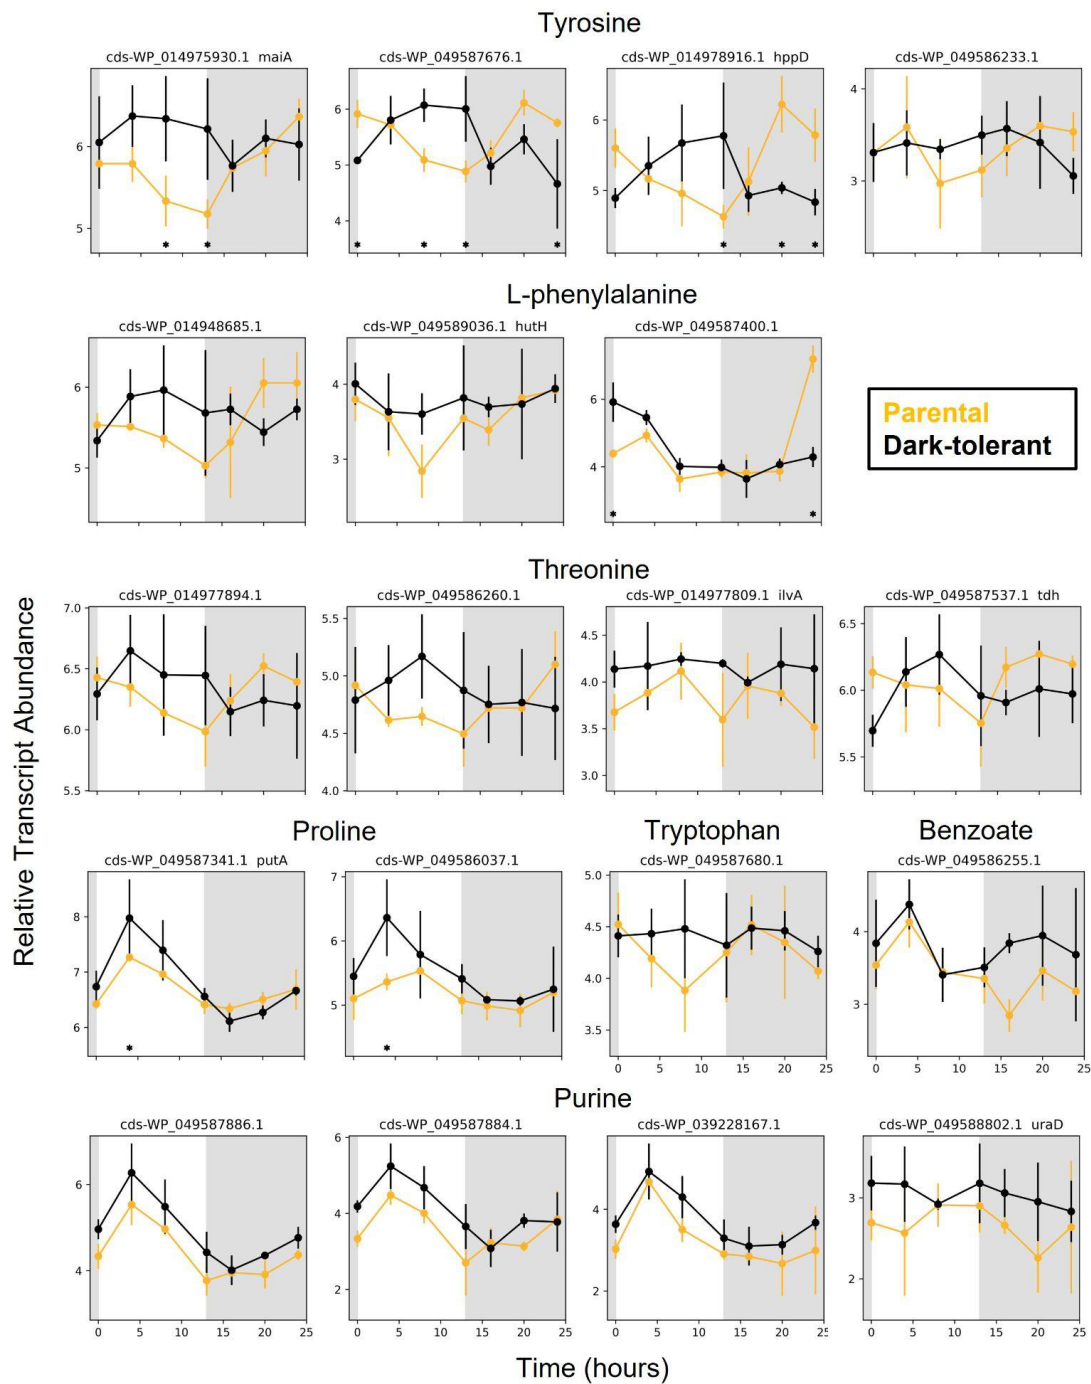

Supplemental Figure 6. *Alteromonas* genes associated with tyrosine, L-phenylalanine, threonine, proline, tryptophan, benzoate, and purine degradation pathways. Relative transcript abundance of parental (gold) and dark-tolerant phenotype (black) *Alteromonas* in co-culture with *Prochlorococcus* NATL2A shown over a 13 h day (white) and 11 h night (gray) cycle with representative genes shown for multi-subunit complexes (Table S5). Asterisks (*) indicate significant log₂ fold differences in gene expression between the dark-tolerant and parental phenotype at the indicated time point (p < 0.01).

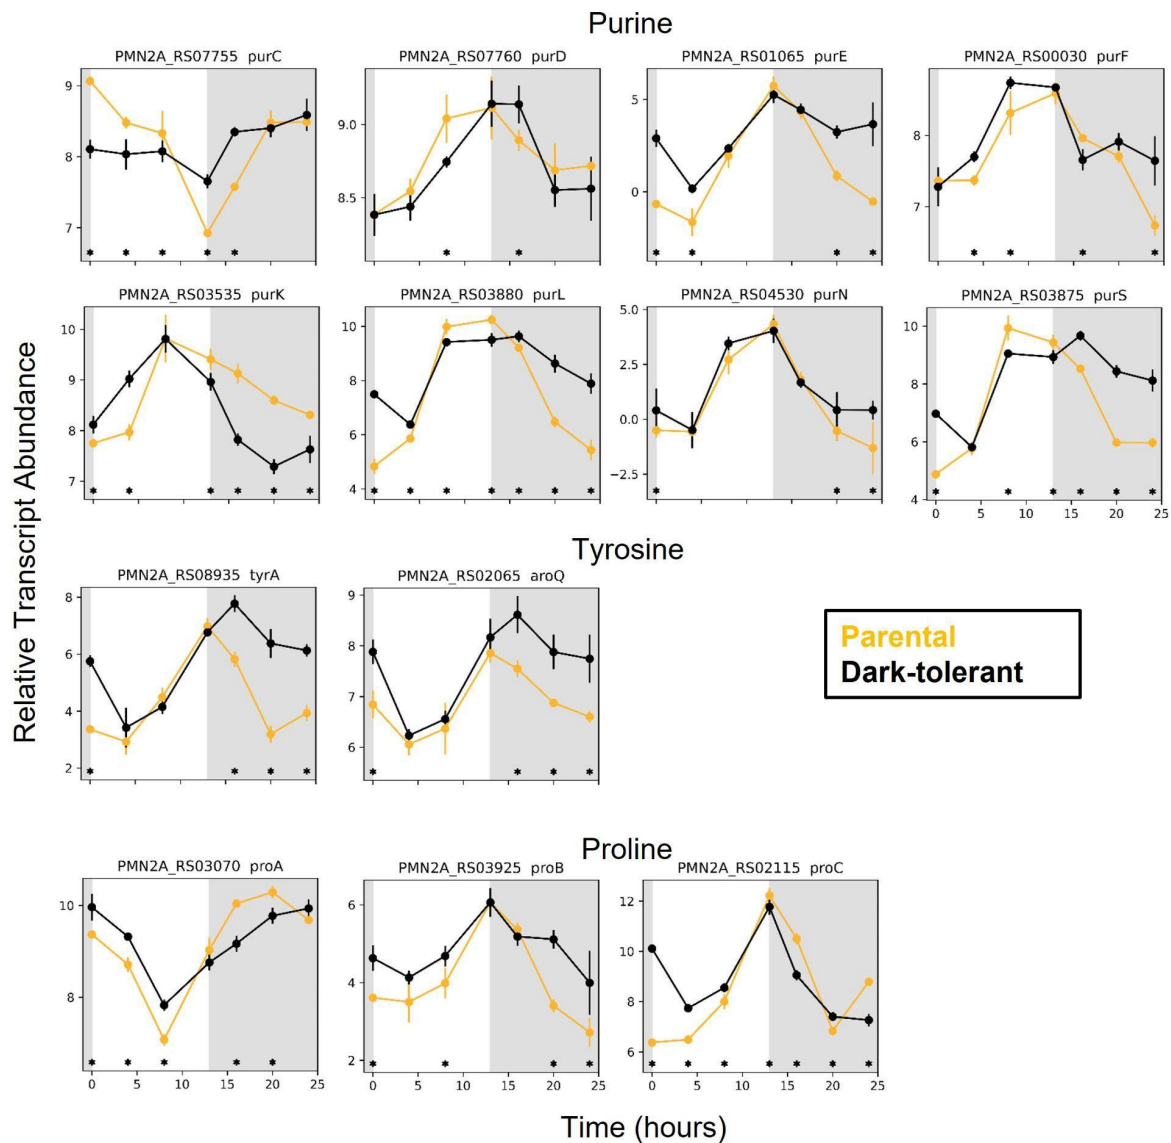

Supplemental Figure 7. *Prochlorococcus* purine, tyrosine, and proline biosynthesis genes. Relative transcript abundance of parental (gold) and dark-tolerant phenotype (black) *Prochlorococcus* NATL2A shown over a 13 h day (white) and 11 h night (gray) cycle with representative genes shown for multi-subunit complexes (Table S2). Asterisks (*) indicate significant log₂ fold differences in gene expression between the dark-tolerant and parental phenotype at the indicated time point ($p < 0.01$).

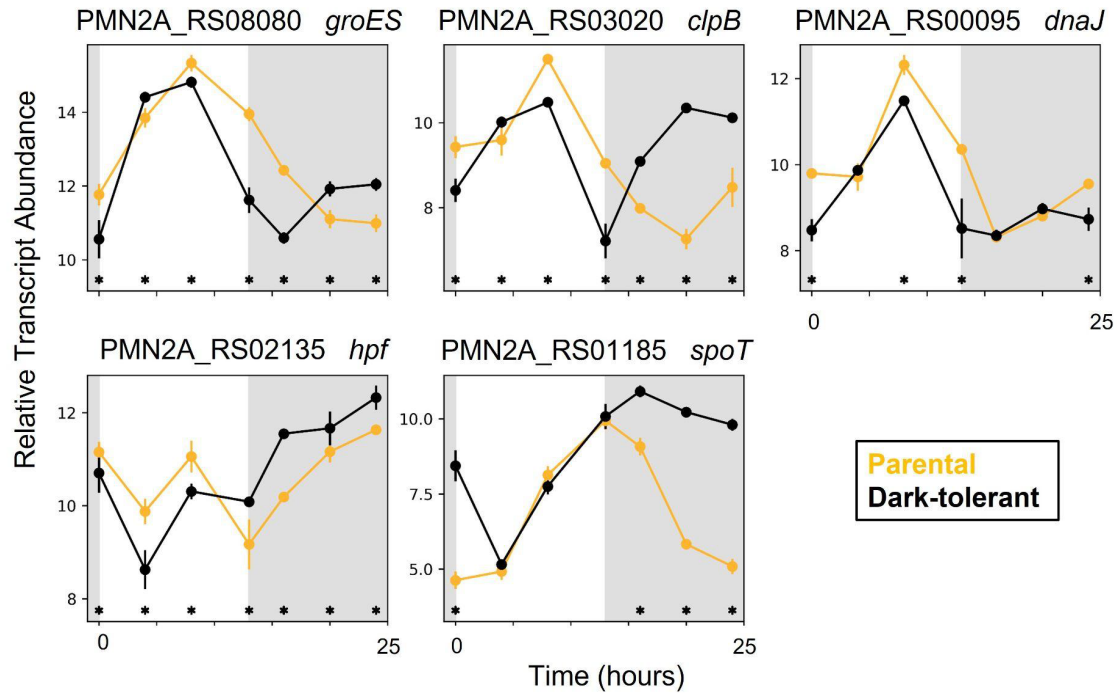

Supplemental Figure 8. Stress and stringent response genes in *Prochlorococcus* NATL2A. Relative transcript abundance of parental (gold) and dark-tolerant phenotype (black) *Prochlorococcus* NATL2A shown over a 13 h day (white) and 11 h night (gray) cycle. Additional stringent response genes are found in Table S2. Asterisks (*) indicate significant log₂ fold differences in gene expression between the dark-tolerant and parental phenotype at the indicated time point (p < 0.01).

How the deposited data were processed for this re-analysis (not part of the article)

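The samples were RNA from 6 co-cultures of *Prochlorococcus* NATL2A with *Alteromonas*, 3 with the parental and 3 with the dark-tolerant line, each collected at 0, 4, 8, 13, 16, 20 and 24 h of a light:dark cycle in which darkness began at 13 h. The methods section does not list 13 h, but the sample labels and figures do, and the libraries were taken as labeled. From single reads of strand-specific libraries, the authors trimmed adapters and low-quality sequence with BBDuk, aligned the reads to both genomes, and counted sense reads per gene with HTSeq 0.11.2 under the option that counts a read for every gene it fits. The deposited values are these raw counts, whole numbers with no normalization, for 42 libraries in 1 table. Of its 6218 entries, 3 were repeats with the same identifier and were removed, which left 6215 genes, 2090 of *Prochlorococcus* and 4125 of *Alteromonas*, of which 8 and 21 had no count in any library.

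Libraries held between 3187615 and 14764087 counts. *Alteromonas* took a small share of them and also varied more between replicates, and the precision differs greatly between the organisms. In simulated data of the same depth and spread, with 67, 67 and 66 genes changed 1.5-fold, 2-fold and 4-fold at 20 h or at night, the test recovered 64.2%, 89.6% and 98.5% of the changed *Prochlorococcus* genes at 20 h, 89.6%, 95.5% and 98.5% at night and 58.2%, 89.6% and 98.5% in the interaction. For *Alteromonas* it recovered 2.99%, 19.4% and 75.8% at 20 h, 20.9%, 56.7% and 95.5% at night and 1.49%, 23.9% and 81.8% in the interaction. Calls of unchanged genes numbered 5 at 20 h, 2 at night and 2 in the interaction for *Prochlorococcus*, against 0, 2 and 0 for *Alteromonas*. Genes changed at night only gave 0 calls by day. The simulated libraries were independent of each other. Real *Alteromonas* libraries of dark-tolerant culture A deviated together, with a mean correlation of 0.40, against 0.13 and 0.18 in cultures B and C and at most 0.024 in parental cultures. Deviations were taken from the mean of the 3 cultures of a line. The deviation of culture A thus enters those of B and C, and their values do not show deviations of their own. Because libraries of a culture can deviate together, the *Alteromonas* rates at night and in the interaction may not hold for the real data. The periodicity test was tested on simulated data with 100 genes at each log2 amplitude, at first with all peaks at one time and then, after that outcome had been seen, with peaks spread over the day: at an amplitude of 1 it recovered 99 in both designs, and 46 and 25 unchanged genes were called.

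All statistics were run in R 4.3.3. Each organism was fitted separately with the quasi-likelihood test of edgeR 4.0.16 in 14 groups of line and time, with TMM factors from its own genes and the filterByExpr filter, which kept 2069 and 2734 genes. Contrasts were dark-tolerant minus parental at each time, at night (the average of 16 and 20 h), by day (the average of 4 and 8 h), and night minus day, an interaction. The p-values were adjusted by Benjamini-Hochberg within each contrast, with a threshold of 0.01. Gene lists were tested with camera from limma 3.58.1 at a preset correlation of 0.01 and a threshold of 0.05, for lists with at least 3 measured members: the Yfr small RNAs of *Prochlorococcus*, and the TCA cycle, ATP synthase, and chaperones and proteases of *Alteromonas*. Lists of ribosomal proteins and flagella were added after the data had been seen. Rhythms were tested in edgeR with a cosine and a sine term of 24 h at an adjusted p under 0.1, and the difference in rhythm between the lines with 2 degrees of freedom at 0.01, in place of the RAIN test of the paper, which was not available. Profiles were clustered by fuzzy c-means with e1071 1.7.16 into 15 clusters, since Mfuzz was not available. Replicate correlations are Pearson correlations of log2 CPM (counts scaled to library size) with 1 added. Single values per culture were compared by an exact permutation test, whose smallest p for 3 cultures against 3 is 0.1.

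The named genes are every gene that the paper names or prints in a figure, where the table or the reference pairs it with an identifier; the 6 largest rises and 6 largest falls at night and by day in each organism, among genes with an adjusted p under 0.01, a mean of at least 20 counts and no overlap between the lines; the 4 largest in each direction for the *Prochlorococcus* interaction; and up to 4 members of each list. Genes without a symbol were passed over by this rule, and any other gene is marked where it is named as chosen after its values had been seen. *Alteromonas* identifiers were matched by protein accession to the annotation of another strain of the species, which paired 828 of 4104 genes and gave a symbol to 350, of which 319 were tested. The *Prochlorococcus* identifiers matched no reference, so apart from 19 entries named in the table itself its genes carry no name, and the paper's statements on its clock, photosynthesis, carbon and cell division genes were left out for that reason. Statements on *Alteromonas* genes without a symbol were left out as well.

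The tests, the grouping, the thresholds, the naming rule and most alternatives were chosen before the data were examined. These alternatives were DESeq2 1.42.0, RLE factors, total counts as library size, one normalization over both genomes, no filter, a mean of at least 50 counts, the culture letter as a block, limma voom with culture as a random block, the libraries of the contrast alone, each culture left out in turn, the 10 most abundant genes left out, 2 wider definitions of night and day, camera with an estimated correlation, other pseudocounts, and other tests, thresholds, seeds and cluster numbers for the rhythms. Alternatives added after the data had been seen were a background of genes with a symbol for the lists, leaving out culture A of both lines, single times for night and day, and the genes tested as denominator of the share called at any time.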

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

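The tests of a few abundant genes, of the normalization, of mislabeled times, of gene loss and of a culture standing apart were chosen only after the results had been seen, whereas the splits of the cultures and the reordering of the sampling times had been planned.

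The line difference of *Prochlorococcus* itself changed between night and day for 1182 genes, a difference between times of day found by the interaction test (747 between 16 and 4 h alone). The tables argue against a few genes taking most of the counts, since 1170 genes passed without the 10 most abundant. Over 3 other normalizations the lowest number was 1035. A shift of all genes moves calls between directions and can leave the total high, so this total cannot test the choice of library size and factors. At night 743 genes rose and 709 fell with TMM, 969 and 424 with total counts, and 369 and 1053 with one normalization over both genomes. Mislabeled times are argued against only in part. The dark-tolerant profiles of 16 and 20 h correlated with no parental time above 0.633, whereas those of 4, 8 and 13 h reached 0.915, 0.926 and 0.934 with their own time, which goes against an exchange with those 3 times. Genes were centered over both lines, so a line difference itself lowers these correlations. An exchange among 0, 16, 20 and 24 h therefore cannot be judged. The 6 cultures can be split in 10 ways, too few for a share under 0.05, with 1182 genes in the real split and at most 0 by edgeR in the others. Each other split mixes the lines within its groups, so the line difference itself widens the spread there, and the low numbers add no support. A response of the dark-tolerant line to darkness may be the reason for the change between night and day, as a hypothesis found on these same data, while the slower growth that the paper reports for this line and the shared history of its cultures were not separated from it.

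The same interaction test picked out single *Prochlorococcus* genes, with night minus day differences of 3.23 for Yfr103_1, 3.39 for Yfr103_2, 2.90 for atpT, 1.11 for Yfr107, 1.30 for Yfr13 and -0.63 for Yfr1.

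Among the largest falls in *Alteromonas* were exaC, pedF and pqqB, genes that the paper does not discuss. No list of alcohol oxidation genes was set or tested, and the genes were grouped only after their values had been seen. At night and by day the log2 fold changes were -3.66 (standard error 0.36, adjusted p = 1.6e-09) and -2.63 (0.39, adjusted p = 1.1e-05) for exaC, -2.97 (0.37, adjusted p = 4.7e-07) and -2.74 (0.61, adjusted p = 0.0019) for pedF, and -2.25 (0.31, adjusted p = 1.7e-06) and -2.96 (0.45, adjusted p = 1.4e-05) for pqqB. The neighboring function pqqA, named after its values had been seen and with a mean of only 6.62 counts, stood at -3.11 (adjusted p = 5.2e-06) and -2.28 (adjusted p = 0.0045). Night minus day differences did not pass (adjusted p = 0.516 for exaC, 0.980 for pedF, 0.736 for pqqB and 0.814 for pqqA). Summed over the 4 genes and averaged over 4, 8, 16 and 20 h, CPM values were 3478, 2532 and 3097 in the parental cultures and 288, 282 and 294 in the dark-tolerant cultures (exact p = 0.1, the smallest possible). The parental sum was 18.9 times the dark-tolerant sum at 16 h, but 1.32 times at 24 h (exact p = 0.5), and at 13 h it was lower, with a ratio of 0.484 (exact p = 0.4). The day call of pedF was lost with limma voom (adjusted p = 0.0403), without parental culture A (adjusted p = 0.0281) and without dark-tolerant culture B (adjusted p = 0.0125), and its night value with 13 and 24 h included was -0.67 (adjusted p = 0.178).

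Loss of these genes from the dark-tolerant co-cultures is argued against by exaC, which had more than 3 counts in 20 of 21 dark-tolerant libraries. Whether one culture accounts for the lower mean over 4, 8, 16 and 20 h cannot be judged from these genes: all 3 dark-tolerant cultures lay below every parental culture, but exaC, pedF and pqqB had been picked among genes without overlap between the lines. At other times the dark-tolerant cultures A, B and C did differ, with exaC counts of 19, 105 and 129 at 13 h and 124, 3 and 30 at 24 h. In cultures B and C exaC was highest at 13 h, and in the parental cultures at 16 h (605, 591 and 594 counts). All 4 genes fell at night and by day under each of the 4 scalings tried, with night medians from -3.05 to -2.38. A lower supply of alcohols from dark-tolerant *Prochlorococcus*, or a change in the *Alteromonas* cells themselves, is a candidate explanation that these counts do not test.

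For all other counts of genes the 10 splits of the cultures are likewise too few for a share under 0.05. The other splits again mix the lines within groups, which widens the spread and lowers the calls, so their low numbers add no support. In *Prochlorococcus* the real split gave 1169, 552, 321, 211, 1077, 1399 and 1273 genes at 0, 4, 8, 13, 16, 20 and 24 h, 1452 at night, 559 by day, 1861 at any time and 928 with a changed rhythm, and the highest of the other splits was 1 by day and 0 elsewhere. In *Alteromonas* the real split gave 58, 34, 30, 11, 26, 13 and 68 genes at these times, 73 at night, 190 by day, 1 in the interaction and 131 at any time, and the highest of the other splits was 0 throughout (edgeR).

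Periodic genes were counted again under 100 orders of the sampling times, the real one included. The real order gave 1892 genes in parental and 1925 in dark-tolerant cells, the highest of the others gave 915 and 499, and 1 of 100 orders gave as many in each line. The orders moved single libraries and so broke up the libraries of one time point. They therefore do not separate a 24 h rhythm from any other difference between time points, and only 1 diel cycle was sampled.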

How the results depend on the processing

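The symbol-only background, leaving out culture A of both lines, single times for night and day, the genes tested as denominator, and the ribosomal and flagellar lists were chosen after seeing the data; the other alternatives reported here were set in advance. *Prochlorococcus* night calls ranged from 1352 to 1569 over the alternatives set in advance (1077 for 16 h alone), interaction calls from 1014 to 1235, the share called at any time from 82.7% to 89.8%, periodic genes in both lines from 74.6% to 94.1%, changed rhythms from 676 to 1049 and shared clusters from 25.6% to 37.7%. The TCA cycle list by day passed under every alternative (adjusted p up to 0.0041). Among values that answer a comparison, 543 stayed the same, 124 moved, 16 fell below the threshold, 5 rose past it and 1 changed direction; for single genes the counts were 2754 the same, 104 stronger, 91 weaker and 10 reversed, where a change of sign was counted only for a gene called under at least one of the 2 settings. For the values that changed, the cause was not tested, and fewer genes or libraries or the share of counts are named where they come with the setting.

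With total counts as library size, *Prochlorococcus* had 844 genes at 4 h and 1018 by day, the Yfr list passed by day (adjusted p = 0.0469, other alternatives 0.461 to 1.00), and 2 *Alteromonas* genes passed the interaction. With one normalization over both genomes, *Prochlorococcus* had 181 genes at 8 h, 336 at 13 h and 351 by day, and the Yfr list passed at night (adjusted p = 0.0474, others 0.221 to 0.859). *Alteromonas* had 21 at 4 h, 5 at 13 h, 877 at 16 h, 26 at 20 h, 1249 at night, 106 by day and 423 in the interaction, or 23.3% at any time. This scaling takes library sizes over both organisms, so the larger *Alteromonas* share of counts in dark-tolerant co-cultures at night enters the values. It shifts the median of all *Alteromonas* genes by 0.68 at night and brings all 7 TCA cycle, 6 ATP synthase and 4 chaperone and protease genes from below to above 0. Among genes called under either scaling, the night values changed direction for atpA (0.060), atpE (0.50), nqrF (0.63), nqrE (0.64), rplT (0.44) and rpmI (0.60), and the TCA cycle, ATP synthase and chaperone lists did not pass at night (adjusted p = 0.336 for each). DESeq2 gave 17 *Alteromonas* genes at 13 h, and limma voom with culture as a random block gave 115 by day and 4 in the interaction.

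Fitting only the libraries of a contrast, which leaves fewer libraries, gave 16 *Prochlorococcus* genes at 8 h, 76 at 13 h and 317 by day, and 4, 8, 0 and 32 *Alteromonas* genes at 4, 8, 13 and 20 h, 48 by day and 0 in the interaction (with all libraries, edgeR had 301 at 13 h and 281 in the interaction at an unadjusted p under 0.05, and DESeq2 called 17 and 1); the chaperone list at night had an adjusted p of 0.0569. Leaving out one culture at a time, which also leaves fewer libraries, gave from 192 to 286 *Prochlorococcus* genes at 8 h and from 91 to 331 at 13 h. For *Alteromonas* the ranges were 22 to 106 at 0 h, 5 to 78 at 4 h, 10 to 56 at 8 h, 0 to 44 at 13 h, 14 to 91 at 16 h, 3 to 52 at 20 h, 51 to 123 at 24 h, 33 to 151 at night, 45 to 296 by day and 0 to 18 in the interaction, with 1.88% to 5.92% at any time. Adjusted p ranged from 0.0041 to 0.267 for chaperones at night, from 0.0253 to 0.788 for ATP synthase by day, and for ribosomal proteins from 6.2e-06 to 0.811 at night and from 2.2e-09 to 0.312 by day. Without culture A of both lines, *Prochlorococcus* had 200 genes at 8 h and 381 at 13 h, and *Alteromonas* 107, 46, 41, 58, 52 and 125 at 0, 8, 13, 16, 20 and 24 h, 115 at night, 79 by day and 7 in the interaction (5.48% at any time), with chaperones at night at 0.229.

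Counting 24 h as night and 0 h as day gave 1125 *Prochlorococcus* genes by day, Yfr108 at 0.32 at night, 153 *Alteromonas* genes at night, 318 by day and 16 in the interaction, WP_049587400.1 at -1.03, chaperones at night at 0.0506 and ATP synthase by day at 0.0254. With 13 h counted as night too, the counts were 1125, 206, 318 and 15, and ATP synthase by day stayed at 0.0254. Taking 20 and 8 h alone gave 321 *Prochlorococcus* genes by day and Yfr108 at 0.64, and 16 and 4 h alone gave 747 in the interaction and Yfr23 at -0.49. Only called values had median sizes of 0.59 in *Prochlorococcus* by day and 2.75 and 1.69 in *Alteromonas* at night and by day. A mean of at least 50 counts, which tests fewer genes, gave 25, 10, 7 and 30 *Alteromonas* genes at 0, 16, 20 and 24 h, 44 at night, 76 by day and 1.49% at any time, and the chaperone list had too few members there for a value.

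With an estimated correlation the TCA cycle, ATP synthase and chaperone lists at night each had an adjusted p of 0.0519, ribosomal proteins 0.501 at night and 0.556 by day, and flagella 0.0648 at night. Against genes with a symbol, chaperones had 0.0710 and ribosomal proteins 0.0843 at night. Adding 0.1 or 10 before the logarithm moved the *Alteromonas* replicate correlations to 0.782 and 0.781, or to 0.930 and 0.915, in parental and dark-tolerant co-cultures. Without the 10 most abundant genes of each genome, the *Alteromonas* share of counts differed by 1.78 percentage points.

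Neither the paper nor the labels say that the culture letters pair the lines, and they were not treated as pairs. Cultures with the same letter deviated together in *Prochlorococcus* to a degree (mean correlation 0.22, from -0.297 to 0.642), with 11 of 21 pairs over 0.1, and not in *Alteromonas* (mean -0.003, 1 of 21 pairs over 0.1). The mean between other letters in *Prochlorococcus*, -0.11, is no separate contrast, since deviations were centered within the cultures of a line. As a replicate block the letters gave 1448 *Prochlorococcus* genes at night, 547 by day and 1170 in the interaction, and 54, 53, 22, 40 and 23 *Alteromonas* genes at 4, 8, 13, 16 and 20 h and 3 in the interaction. The block is one letter effect over all times, so it cannot show whether a pairing that differs between times matters. Libraries correlated best with their own letter in 26 of 42 cases in *Prochlorococcus* and in 13 of 42 in *Alteromonas*.

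*Alteromonas* has both fewer counts and a larger spread between replicates (biological coefficient of variation 0.199, against 0.120), and in simulations with its own depth and spread 2-fold changes at one time were recovered in 19.4% of genes, against 89.6% in *Prochlorococcus*. The parts of depth and spread were not separated.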

Differences from the paper's values

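Values are said here to differ when one is more than 1.5 times the other and they lie further apart than the SD of the measure here or the error the paper states. Past 1.5 times but within that spread are the *Prochlorococcus* median absolute log2 fold change by day, 0.25 (SD 0.31) against 0.47 with a stated error of 0.36 in the paper, and the lowest library, 3187615 counts against 1.3 M reads in the paper. At adjusted p under 0.01, as in the paper, 3.19% of *Alteromonas* genes were called at one or more times, where the paper gives 9%. The share here is of genes with a count, and the denominator of the paper is not stated. With that denominator none of the alternatives set before the data were examined comes within reach, with values from 1.49% to 23.3% and 5.92% without dark-tolerant culture A. Of the genes tested, a denominator tried after seeing the values, 4.79% were called with all cultures, 9.01% without dark-tolerant culture A, 8.68% without culture A of both lines, 11.6% of genes with a mean of at least 50 counts, and from 2.74% to 6.66% under the other alternatives apart from one normalization over both genomes (30.8%). Among Yfr small RNAs 9 were called at one or more times, against 15 in the paper. Of the alternatives set before the data were examined, one normalization over both genomes (12), the letter block (10), the libraries of the contrast alone (10) and leaving out dark-tolerant culture A (10) are within 1.5 times of the paper, though still lower, and the others, with 6 to 9, are not. The deposited counts per library had a mean of 6.28 M and a highest value of 14764087, while the paper gives reads per library with an average of 2.3 M and a highest value of 5 M; no alternative applies to these.

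Numbers of *Prochlorococcus* genes called at single times are lower than those of Fig. S1B at all 7 times, and by more than 1.5 times at 3 of them: 552 at 4 h (about 870 in Fig. S1B, read by eye), 321 at 8 h (about 760 in Fig. S1B, read by eye) and 211 at 13 h (about 620 in Fig. S1B, read by eye). Of the alternatives set before the data were examined, total counts as library size (844) comes within 1.5 times of the value of 4 h, the others do not, and none does for 8 and 13 h. At the other times the numbers were 1169 at 0 h (about 1400 in Fig. S1B, read by eye), 1077 at 16 h (about 1400 in Fig. S1B, read by eye), 1399 at 20 h (about 1600 in Fig. S1B, read by eye) and 1273 at 24 h (about 1500 in Fig. S1B, read by eye). At an unadjusted p under 0.05 from edgeR, looked at after seeing the values, 914, 797 and 693 genes passed at 4, 8 and 13 h. That is a different measure from the paper's, whose methods call genes differentially abundant at an adjusted p under 0.01.

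For *Alteromonas* all 7 times differ: 58 at 0 h (about 120 in Fig. S4B, read by eye), 34 at 4 h (about 150 in Fig. S4B, read by eye), 30 at 8 h (about 120 in Fig. S4B, read by eye), 11 at 13 h (about 47 in Fig. S4B, read by eye), 26 at 16 h (about 52 in Fig. S4B, read by eye), 13 at 20 h (about 57 in Fig. S4B, read by eye) and 68 at 24 h (about 130 in Fig. S4B, read by eye). Of the alternatives set before the data were examined, leaving out dark-tolerant culture A gives 106, 44, 52 and 123 at 0, 13, 20 and 24 h, which are lower than the figure but within 1.5 times of it, as are the letter block (40) and limma voom with culture as a random block (35) at 16 h. All other alternatives differ at these times, and all of them differ at 4 and 8 h.

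Some time points marked as significant in the figures did not pass. Fig. S2 marks atpT at 8 and 13 h, where its values were -0.96 (adjusted p = 0.013) and 0.94 (adjusted p = 0.010). It was called at both times with DESeq2 and with RLE factors, at 8 h also without parental culture A and, in a setting chosen after seeing the values, without culture A of both lines, and at 13 h also with total counts and with a mean of at least 50 counts. At 0, 16, 20 and 24 h it was called. Fig. 6 marks sucD at 4 and 8 h, with values of -0.80 (adjusted p = 0.027) and -0.69 (adjusted p = 0.055), and it was called at 4 h without dark-tolerant culture A and, in that later setting, without culture A of both lines. It also marks mdh at 4 h (-0.73, adjusted p = 0.085) and sdhA at 13 and 24 h (-0.45 and -0.46, adjusted p = 0.158 and 0.075), which no setting called. Fig. 7 marks atpA at 0, 16, 20 and 24 h, where it stood at -0.55, -0.58, -0.58 and -0.62 (adjusted p = 0.084, 0.099, 0.114 and 0.037). It was called at 0 and 24 h with a mean of at least 50 counts, at 16 and 24 h without dark-tolerant culture A, at 24 h also with limma voom and without dark-tolerant culture B, and at 16 h without culture A of both lines. As the average of 16 and 20 h its fall passed (adjusted p = 0.0027).

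Fig. S6 marks 11 time points of 5 genes that did not pass here. These are maiA at 8 and 13 h (1.14 and 1.27, adjusted p = 0.036 and 0.037), WP_049587676.1 at 0, 8, 13 and 24 h (-0.96, 1.14, 1.38 and -1.02, adjusted p = 0.060, 0.027, 0.011 and 0.078), hppD at 13, 20 and 24 h (1.52, -1.37 and -1.12, adjusted p = 0.013, 0.023 and 0.076), putA at 4 h (0.84, adjusted p = 0.031) and WP_049586037.1 at 4 h (1.23, adjusted p = 0.016). Called were hppD at 13 h with DESeq2, the letter block and without dark-tolerant culture C, at 20 h with the libraries of the contrast alone and without dark-tolerant culture A, and at 24 h without dark-tolerant culture A. WP_049587676.1 was called at 13 h with DESeq2, total counts, the letter block and without dark-tolerant culture C, and at 0, 8 and 24 h without dark-tolerant culture A. Without dark-tolerant culture C, maiA was called at 8 h and putA and WP_049586037.1 at 4 h, the last also with the letter block. Leaving out culture A of both lines, chosen after seeing the values, called hppD at 20 h and WP_049587676.1 at 8 and 24 h. WP_049587400.1 was called at 0 and 24 h, as marked.

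The text places lower glycolysis among the pathways with lower daytime transcripts in *Alteromonas*. Of its 2 genes with a symbol, gpmA stood at -0.80 by day (adjusted p = 0.087) and pyk at 0.84 (adjusted p = 0.012), which fell to 0.18 without dark-tolerant culture A (adjusted p = 0.675) and passed without dark-tolerant culture B or C (adjusted p = 0.0030 and 7.2e-04), with the 10 most abundant genes left out (adjusted p = 0.0087), with RLE factors (adjusted p = 0.0093), with the letter block (adjusted p = 0.0059) and with 0 h counted as day (adjusted p = 0.0023). Fig. 6 also draws pyk higher by day. The text also has ATP synthase transcripts of *Alteromonas* falling together with these by day. Here the list fell at night (adjusted p = 3.4e-04), with 1 of 6 genes called, but not with an estimated correlation (adjusted p = 0.0519) nor with one normalization over both genomes, where all 6 night values were above 0 (adjusted p = 0.336), in a range of 2.2e-06 to 0.336 over all alternatives. By day it did not pass (adjusted p = 0.094), except with 0 h counted as day (adjusted p = 0.0254) and without dark-tolerant culture C (adjusted p = 0.0253), in a range of 0.0253 to 0.854 over all alternatives.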

Other observations

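The ribosomal and flagellar lists, the comparison of single cultures and the comparison of the 20 h difference with a flat profile and with times other than 13 h were chosen only after results had been seen, and the prediction for 13 h was written before its value but after correlations between times had been looked at.

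*Alteromonas* took a larger share of the counts in dark-tolerant co-cultures. Averaged over the 7 times the share was 1.57% ± 0.03 in parental and 2.65% ± 0.62 in dark-tolerant cultures (SD, n = 3), a difference of 1.08 percentage points (1.78 without the 10 most abundant genes of each genome), with each dark-tolerant culture (3.36%, 2.37% and 2.23%) above each parental culture (1.53%, 1.58% and 1.60%; exact p = 0.1, the smallest possible, 0.114 when adjusted over 8 comparisons). The difference was greatest at night, from 1.49% ± 0.06 to 3.71% ± 1.22 at 16 h and from 1.28% ± 0.08 to 3.15% ± 0.86 at 20 h, and smallest at 8 h, from 1.77% ± 0.14 to 1.93% ± 0.34 (exact p = 0.7). Whether more *Alteromonas* RNA or less *Prochlorococcus* RNA lies behind it cannot be read from shares.

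Among 10 measured flagellar genes of *Alteromonas* none was called by edgeR at night or by day, and 3 fell at night when adjusted over the list alone. As a group they lay below other genes at night, with a median log2 fold change of -0.60 (camera adjusted p = 9.3e-06, from 3.1e-09 to 0.0648 over the alternatives run on this list, the highest with an estimated correlation), and not by day, with a median of 0.12 (adjusted p = 0.950). The night minus day difference of the list had an adjusted p of 1.5e-05, or 0.0580 with an estimated correlation. Single night values were -0.93 for fliL (adjusted p = 0.044), -0.78 for flgD (adjusted p = 0.052) and -0.69 for fliN (adjusted p = 0.047). All 10 night values were below 0 with TMM, RLE or total counts, and 6 were above 0 with one normalization over both genomes, where the medians were 0.08 at night and 0.07 by day.

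The 48 measured ribosomal protein genes of *Alteromonas* lay lower by day in dark-tolerant co-cultures, with a median log2 fold change of -0.27 (camera adjusted p = 1.6e-05, but 0.556 with an estimated correlation, and from 2.2e-09 to 0.312 with single cultures left out), though none was called by edgeR, also when adjusted over the list alone. At night the median was -0.19 (adjusted p = 0.0011, but 0.501 with an estimated correlation, and from 6.2e-06 to 0.811 with single cultures left out) and above 0, at 0.45, with one normalization over both genomes, and the night minus day difference did not pass (adjusted p = 0.134). One culture standing apart is a likely explanation of the day value, since without dark-tolerant culture A the median was 0.0674, against -0.36 and -0.46 without culture B or C. By day the mean log2 level of these genes was 9.34 in that culture and between 10.42 and 10.50 in the other 5. Why culture A stood apart was not tested.

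Profiles of the lines, with each gene centered on its mean over both lines, correlated at the same time with 0.915 at 4 h, 0.926 at 8 h and 0.934 at 13 h in *Prochlorococcus*, but with 0.593 at 16 h, -0.181 at 20 h, 0.192 at 24 h and 0.268 at 0 h. The 16 h profile of dark-tolerant cells resembled the parental profile of 13 h most (0.633), but that of 20 h resembled no parental time closely (0.195 with 16 h, its highest, and 0.138 with 13 h), and that of 24 h correlated with parental 13 h at -0.201.

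From the 16 h value came the hypothesis that dark-tolerant cells may keep transcripts of dusk into the night, which the test run for it cannot decide. Over 2069 genes, the line difference at 20 h correlated with the parental change between 13 h and 20 h, taken from different parental libraries, at a mean of 0.687 (0.672 to 0.699). Both quantities subtract the parental level at 20 h, and a profile held flat at the mean of each gene over the parental times, a comparison added after the value had been seen, gave 0.785. With other parental times in place of 13 h, real and flat values were 0.699 and 0.709 for 16 h, 0.33 and 0.862 for 8 h, 0.228 and 0.201 for 0 h, -0.104 and 0.516 for 4 h, and -0.241 and 0.0292 for 24 h. The line difference at 24 h gave 0.681 with the parental change from 13 h, against 0.866 for the flat profile, whereas that at 16 h, the time that prompted the hypothesis, gave 0.302 (0.163 to 0.387), against -0.419. At 20 and 24 h the correlation with 13 h is no larger than a loss of the night pattern alone would give, at 16 h it lies above that, and whether transcripts of dusk are kept stays open.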
